# A non-pharmacological therapeutic approach in the gut triggers distal metabolic rewiring capable of ameliorating diet-induced dysfunctions encompassed by metabolic syndrome

**DOI:** 10.1038/s41598-020-69469-y

**Published:** 2020-07-31

**Authors:** Carolina Magdalen Greco, Stefano Garetto, Emilie Montellier, Yu Liu, Siwei Chen, Pierre Baldi, Paolo Sassone-Corsi, Jacopo Lucci

**Keywords:** Physiology, Metabolism, Metabolic diseases, Obesity

## Abstract

Metabolic syndrome has increased at a worrisome level. Lifestyle changes are not sufficient to prevent and improve the adverse effects of obesity, thus novel interventions are necessary. The aim of this study was to investigate the use and metabolic outcomes of a non-pharmacological intervention in a high-fat diet (HFD) fed mouse model, capable of recapitulating key aspects of metabolic syndrome. We show that Policaptil Gel Retard has remarkable, beneficial effects on metabolic dysfunction caused by consumption of HFD. We describe the mechanism by which such effects are obtained, highlighting the fact that the amelioration of metabolic function observed upon Policaptil Gel Retard administration is profound and of systemic nature, despite being originated by sequestering, therefore non-pharmacological events elicited in the gut lumen.

## Introduction

Obesity and its associated comorbidities, such as type 2 diabetes, cardiovascular disease and metabolic syndrome (MetS), are a major public health problem that is increasing at a worrying rate worldwide^1^. Over the last decades, changes in dietary habits have significantly contributed to the rise of metabolic disorders. Indeed, western diets rich in saturated fats and carbohydrates promote metabolic disruption and the development of MetS^2^. Similar to what is observed in humans, feeding mice a high-fat diet (HFD) results in obesity, hyperglycemia, insulin resistance, dyslipidemia and increased levels of free fatty acids in the blood, either independently or concurrently^3^. Hence, high-fat diets have been extensively used to induce obesity and MetS in experimental animals^4,5^.

Animal models of obesity are characterized by extensive changes in the composition and function of the gut microbiota. Several studies have revealed that alterations in the composition of the gut microbiota in response to HFD can affect energy balance and contribute to the onset of obesity and metabolic disorders^6–8^. In addition, dietary interventions as well as therapeutic agents used for metabolic disorders elicit their beneficial effects at least in part through the microbiota. Indeed, many clinical benefits of the anti-diabetic agent Metformin have been linked to gut microbiota dependent effects^9–11^. Thus, the gut microbiota is viewed as an increasingly important target involved in the management of the metabolic complications associated with obesity.

The circadian clock is an endogenous, time-tracking system that directs multiple metabolic and physiological functions required for organism homeostasis. The clock adapts to environmental changes, specifically light–dark cycles, as well as rhythmic food intake^12^. Numerous metabolic pathways, including those involved in glucose and lipid metabolism, display circadian patterns both at the level of gene expression and of intermediate metabolites^13^. Current evidence suggests that disruption of circadian rhythms leads to a number of pathological conditions associated with altered metabolism. Circadian rhythm disruption can be caused by several environmental triggers, among which dietary habits play a crucial role^14^. Mice fed a high-fat diet (HFD) reprogram their hepatic transcriptome by dampening the diurnal expression of numerous circadian targets^15^.

Lifestyle changes, while highly pledged, are not sufficient to prevent and improve the adverse effects of obesity, thus novel interventions are warranted. In the search of alternative interventions, we explored the effect and mode of action of Policaptil Gel Retard, a commercially available product from Aboca SpA Società Agricola. Policaptil Gel Retard is a medical device designed to operate by generating a network of soluble and insoluble fibers typically not absorbed by the body^16,17^ and intended to reduce the absorption of carbohydrates and lipids from the diet, thus reducing the extent and speed of the increase in glycaemia after meals, and leveling out the concentration of glucose and insulin in the blood^14,18,19^. Consistently with the formulation strategy of the product, enhanced swelling and water binding capacities of the network of fibers generated by the medical device was demonstrated^20^. Such features are indeed acknowledged as being related to the ability to physically sequester lipids and carbohydrates from the diet, therefore to the clinical efficacy of the product^16,17^.

Here we therefore study the impact of a non-pharmacological approach on several metabolic parameters dysregulated in a model of diet-induced obesity. We further decipher the mechanisms by which it exerts its effects, linking them to the modifications in the composition of the gut microbiota and to rewiring of time-dependent transcription in the liver.

## Results

### Policaptil gel retard possesses mechanical features known to confer the capability to sequester lipids and sugars

Fibers with both water soluble and insoluble features have been previously described as capable of generating gels that can interact with dietary constituents such as lipids and sugars^21–26^ as they display high water binding (WBC) and swelling capacity (SC). Yet, careful design of specific blends, possibly adding multiple components, can lead to the identification of mixtures with enhanced features. Policaptil Gel Retard, in fact, was already described as a medical device that exhibits water binding capacity (WBC) and swelling capacity (SC) higher than those obtainable by the simple sum of the individual ingredients of the composition (Supplemental Table 1)^20^, thus highlighting a synergistic behavior within the formulation. Policaptil Gel Retard composition is therefore capable of generating a larger gelled and viscous system, considered to confer an improved capability of sequestering lipids and sugars from the diet.

### Policaptil gel retard improves parameters defining metabolic syndrome such as weight gain, insulin sensitivity and serum markers levels in a high-fat diet (HFD) fed mouse model

High-fat diet (HFD) is an extensively used model of metabolic syndrome in mice which effectively promotes obesity, insulin resistance and dyslipidemia^27^. To investigate whether Policaptil Gel Retard could counteract weight gain and insulin resistance in a HFD fed mouse model, we used two experimental protocols. In the first experimental set-up, mice were subjected to a normal diet (ND) or high-fat diet (HFD) for two weeks ad libitum and treated with Policaptil Gel Retard or vehicle starting from day 0 and throughout the two weeks of experiment. Despite no differences in food intake among the experimental groups (Supplementary Fig. 1a), challenge with HFD caused a pronounced body weight increase in HFD control mice, whereas mice treated with the product displayed a full protection against weight gain (Supplementary Fig. 1b,c). We did not observe any changes in body weight between ND and ND-Policaptil Gel Retard (Supplementary Fig. 1b,c). HFD fed C57BL/6 J mice are characterized by marked glucose intolerance and compromised insulin response as early as one week of diet^28^. Thus, we tested if the tested product had a beneficial effect on glucose homeostasis. Policaptil Gel Retard treatment enhanced glucose clearance during oral glucose tolerance test (OGTT) as compared to HFD vehicle control mice (Supplementary Fig. 1d). HFD Policaptil Gel Retard treated mice displayed high peak blood glucose similar to that of control mice (t = 15 and 30 min post glucose bolus). However, blood glucose rapidly reversed to baseline 60 min post glucose bolus, resulting in a significant reduction of AUC, comparable to the AUC of lean controls (Supplementary Fig. 1e).

We then investigated whether Policaptil Gel Retard could arrest or reverse body weight gain in overweight mice. We fed mice HFD for 4 weeks, while another group was fed a normal diet (ND). Both ND and HFD treated mice were randomized into two groups respectively and treated with vehicle or tested product for 2 weeks. During the two weeks of treatment HFD-control animals showed sustained weight gain. Meanwhile HFD mice receiving Policaptil Gel Retard displayed a decrease in body weight, which became more consistent by the second week of treatment (Fig. 1a-left). During the last two weeks of the experiment HFD-control mice displayed a 6% increase in their weight, whereas HFD-Policaptil Gel Retard treated mice lost around 2% of their body weight (Fig. 1a-right). Mice were then tested to examine metabolic parameters that typically define metabolic syndrome in humans. Glucose and insulin tolerance were evaluated by performing a glucose tolerance test (OGTT) and insulin tolerance test (ITT), respectively. Treatment with the tested product markedly improved glucose clearance compared to vehicle diet-induced obese mice (Fig. 1b) and ITT revealed improved insulin sensitivity in Policaptil Gel Retard treated mice (Fig. 1c). Moreover, serum lipid analysis showed that triglyceride (TAG) levels in vehicle treated obese mice were significantly diverging from those seen in normal diet fed mice (Fig. 1d). Notably, Policaptil Gel Retard treatment significantly rescued the TAG serum content (Fig. 1d), demonstrating its beneficial metabolic outcomes.

**Figure 1:**
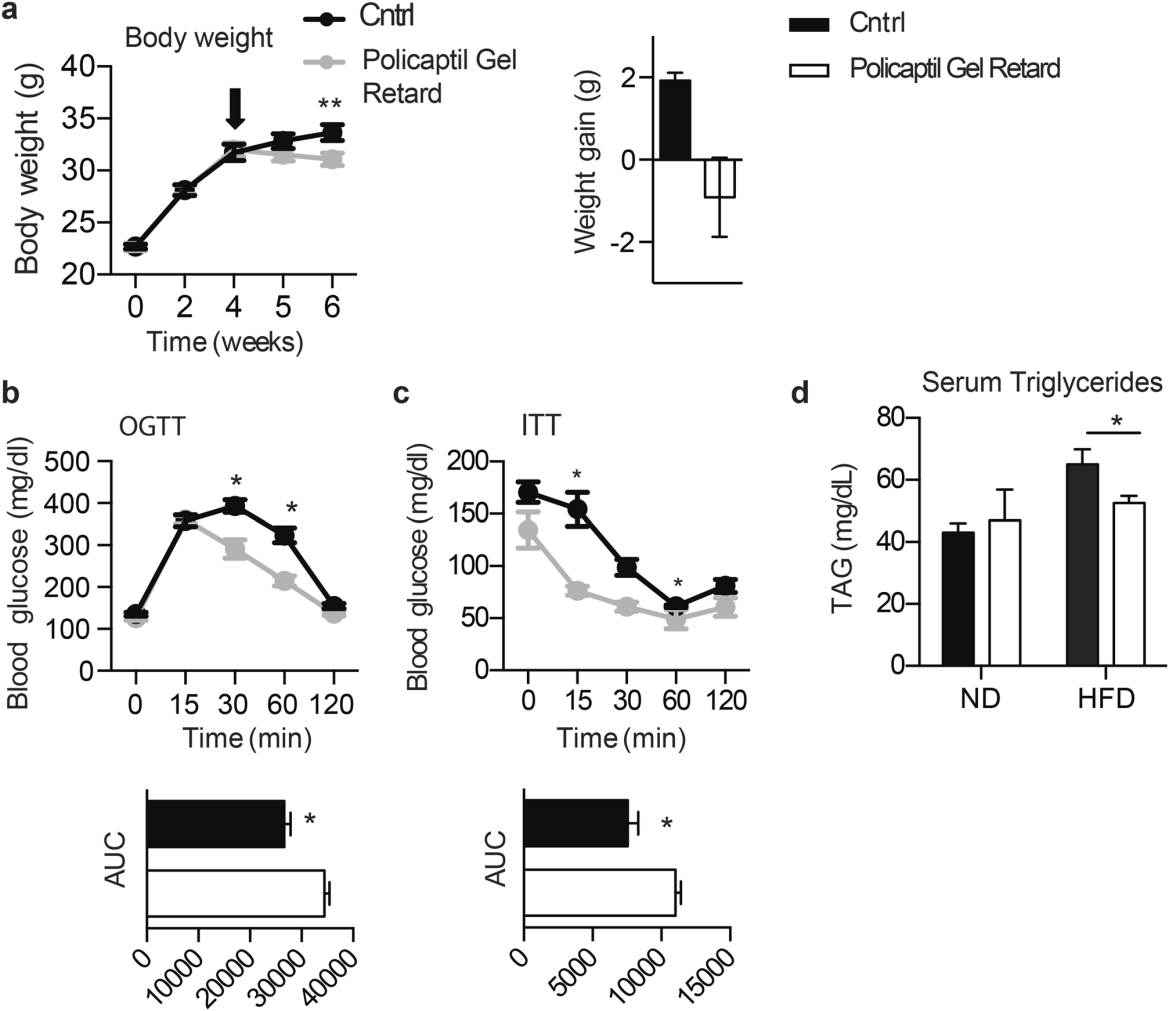
HFD-fed mice treated with Policaptil Gel Retard display improved metabolic parameters. (**a**) **left** Graph of body weight of mice fed HFD and treated with vehicle (HFD Cntrl) or Policaptil Gel Retard (HFD Policaptil Gel Retard) for 6 weeks (mean ± s.e.m, n = 10; **p < 0.01; ANOVA, Bonferroni post hoc). The arrow indicates start of treatment. (**a**) **right** Grams of weight gained/loss after starting treatments (between week 4 and week 6) (n = 10/group). (**b**) Effect of Policaptil Gel Retard on glucose tolerance in HFD-fed mice as measured by oral glucose tolerance test (OGTT) (mean ± s.e.m, n = 5; *p < 0.05; ANOVA, Bonferroni post hoc and unpaired student’s t-test). (**c**) Effect of Policaptil Gel Retard on insulin sensitivity in HFD-fed mice as measured by insulin tolerance test (ITT) (mean ± s.e.m, n = 5; *p < 0.05; ANOVA, Bonferroni post hoc and unpaired student’s t-test). (**d**) Serum concentration of triglycerides (mean ± s.e.m, n = 5; *p < 0.05; ANOVA, Holm-Sidak post hoc).

### Policaptil gel retard induces a specific hepatic signature

The liver is the largest metabolic organ of the body and as such integrates numerous metabolic processes, including lipid and glucose metabolism as well as xenobiotic detoxification. Several hepatic metabolic pathways are expressed in a circadian manner and are highly susceptible to nutrient metabolism challenges. In fact, HFD induces extensive metabolic changes in the liver resulting in disrupted circadian metabolic rhythms, insulin resistance, and consequently in the pathogenesis of obesity and Type 2 diabetes^15,29–31^. 

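Liver RNA was sequenced from 12 mice, 3 in each of 4 groups: vehicle or Policaptil Gel Retard, collected at ZT0 or ZT12. Zeitgeber time (ZT) counts the hours since the lights went on. All mice were fed HFD for 6 weeks. Policaptil Gel Retard, a gel-forming blend of fibers, was given once a day by oral gavage over the last 2 weeks, as 200 µl at 20 mg/ml in drinking water, and control mice were given drinking water. The sample labels name the product Libramed. The methods describe stranded mRNA libraries, while the labels name the TruSeq RNA v2 kit. The authors aligned the reads to mm10 and its known splice junctions with ELAND, discarded reads with more than 1 best match or with several mismatches, and scaled each gene by its length and the mapped reads. The methods call this unit RPKM and the deposited table calls it FPKM, which for single-end reads is the same quantity. Because the reads had to match uniquely, values of genes with a near-identical copy, such as Saa1 and Saa2 or members of the Cyp2c family, are uncertain. The table lists 23849 gene symbols, of which the 9806 with a mean of at least 1 FPKM over the 12 mice were tested. Albumin (Alb) is listed at 0 in all 12 mice, which in liver can only be a failed estimate. Read totals are not part of the table, so the absolute depth is unknown. The depth of each library relative to vehicle ZT0 replicate 1 was estimated from the spacing of values among genes with a mean under 0.1 FPKM. It ranged from 0.704 (Policaptil ZT12 replicate 2) to 1.30 (vehicle ZT12 replicate 2). The group medians were 1.05 for vehicle at ZT0, 1.20 for vehicle at ZT12, 1.08 for Policaptil at ZT0 and 0.992 for Policaptil at ZT12. FPKM values summed to between 634683 and 759355 per library, and the 10 highest genes held between 23.9% and 28.7% of the sum. Groups were compared with limma on log2(FPKM + 1), two-sided. Fold changes on this scale understate the change of genes with low FPKM. Single genes were also compared by exact permutation of the group labels. With 3 mice against 3 there are 20 arrangements, and the smallest two-sided p they allow is 0.1, so this test cannot pass 0.05. Permuting treatments within each time gives 400 arrangements and a smallest two-sided p of 0.005. For an interaction, these arrangements assume no treatment effect at either time. A treatment effect shared by both times can raise this p, so a high value does not show equal effects.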

To explore if Policaptil Gel Retard modulates hepatic gene expression, we performed RNA-seq from livers of mice fed HFD for 6 weeks and receiving the tested product or vehicle for the last two weeks. Samples were collected at two diurnal time points: ZT0 and ZT12 (the end and beginning of the mouse active phase). 

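The time labels were checked on genes of the circadian clock, listed from general knowledge. The first principal component of log2(FPKM + 1) held 33.0% of the variance and separated the 6 ZT0 libraries from the 6 ZT12 libraries. Of 8 clock genes that peak towards the evening (Dbp, Per1, Per2, Per3, Nr1d2, Ciart, Tef and Usp2), all 8 were higher at ZT12 in vehicle-treated mice, with a median log2 fold change of 1.79. In Policaptil Gel Retard treated mice 7 of the 8 were higher, with a median of 2.14, and Nr1d2 was not (log2 fold change −0.05). The adjusted p of this list, from limma's camera test, was 1.35e-07 with vehicle and 4.30e-08 with the tested product. Of the 4 morning genes tested (Arntl, Clock, Nfil3 and Cry1), all but Cry1 were lower at ZT12 in both groups. The directions of both lists are those of day and night in mouse liver.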

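ZT12 was compared with ZT0 separately in each treatment, 3 mice against 3. In vehicle-treated mice 1408 of the 9806 genes were higher and 1277 lower at ZT12 with p under 0.05, where chance alone would give 490.3 in all. After Benjamini-Hochberg adjustment 1020 had an adjusted p under 0.05 (551 higher, 469 lower). In Policaptil Gel Retard treated mice 1542 genes were higher and 1318 lower, and 1212 passed the adjustment. Quantile normalization reversed both balances, with 1309 higher and 1386 lower genes with vehicle and 1405 and 1530 with the tested product. So did testing without the minimum of 1 FPKM, with 1693 and 1735 with vehicle and 1786 and 1880 with the tested product. The values of the 3 mice at ZT12 did not overlap those at ZT0 for 33.2% of genes with vehicle and 34.9% with the tested product, against 10% by chance. Between these treatments, 534 genes passed the adjustment in both, 311 higher and 223 lower at ZT12, and 0 in opposite directions. Of the alternatives, a minimum absolute log2 fold change of 0.5 moved the counts of higher genes at p under 0.05 most, and left 547 in each treatment. The adjusted counts also depended on single libraries: 226 genes passed in vehicle-treated mice without vehicle ZT12 replicate 2, and 535 in treated mice without Policaptil ZT12 replicate 2. Among genes that passed in both treatments, the largest mean increases were in Usp2, Thrsp, Ccrn4l, Upp2 and Ciart, and the largest mean decreases in Sdf2l1, Nr1d1, Spon2, Tubb2a and Gdf15. Usp2 (ENSMUSG00000032010.15, chromosome 9 of mm10, 44067021 to 44095627) rose from 0.623 ± 0.348 to 16.0 ± 3.53 FPKM (SD, n = 3) with vehicle. With Policaptil Gel Retard it rose from 0.452 ± 0.186 to 20.5 ± 5.94 FPKM (SD, n = 3). Sdf2l1 fell by 2.97 on the log2 scale with vehicle and by 2.37 with the tested product. Each of these 10 genes had values at ZT12 that lay entirely on 1 side of those at ZT0 in both treatments.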

We first identified genes induced at ZT12, which coincides with the time of day when the mice start to eat, by performing a differential analysis between ZT12 and ZT0 expressed genes. We identified 507 genes significantly increased in both groups, 420 genes induced only in control mice and 412 genes specifically induced in Policaptil Gel Retard treated animals (Fig. 2a). 

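With the same threshold, 851 genes were higher at ZT12 in both groups, 557 in vehicle-treated mice only and 691 in Policaptil Gel Retard treated mice only. The 557 vehicle-only genes had a median log2 fold change of 0.33 with vehicle and 0.14 with the tested product, and 463 of them were also higher at ZT12, below the threshold, in the latter. The 691 genes called with the tested product only had medians of 0.14 with vehicle and 0.35 with the tested product, and 573 of them were also higher with vehicle. The shared genes had medians of 0.50 and 0.48. Whether a change differs between treatments was tested directly with the interaction of time and treatment. It had p under 0.05 for 106 of the vehicle-only genes and 127 of the others called in 1 group, and an adjusted p under 0.05 for 0 genes of either set. Simulated data in which every gene changed equally in both groups gave on average 632.6 vehicle-only genes and 615.3 for the tested product only. The ranges over 100 draws were 132 to 1162 and 193 to 1273. Without vehicle ZT12 replicate 3 the vehicle-only genes numbered 342.

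**Figure D1:**
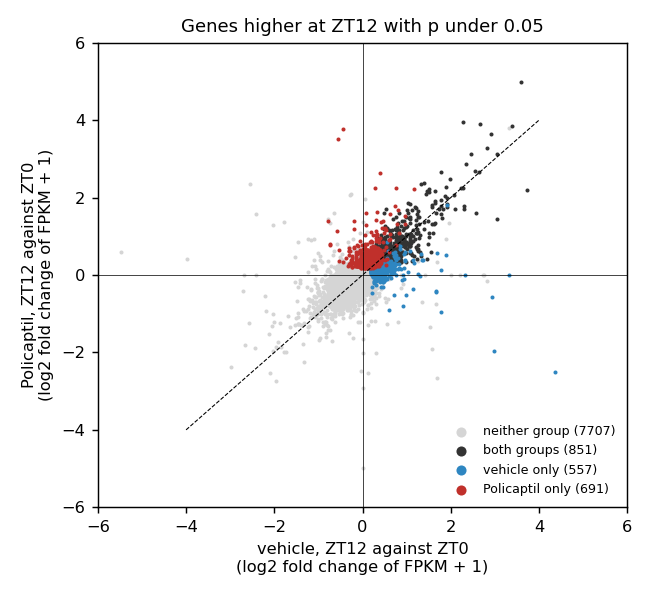
Log2 fold change from ZT0 to ZT12 of each gene in vehicle-treated mice (horizontal axis) and in Policaptil Gel Retard treated mice (vertical axis), with the dashed line at equal change. Colours mark genes higher at ZT12 with p under 0.05 in both groups (851), vehicle only (557), Policaptil only (691) or neither, and most of the genes called in 1 group lie above 0 in the other as well.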

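The share of gene lists among the genes called at ZT12 in vehicle-treated mice only was tested with Fisher's exact test, one-sided, against the genes tested. The lists were written by hand from general knowledge in place of the gene ontology libraries, and p was adjusted over 105 tests of 15 lists in 7 gene sets. Cyp2 epoxygenase genes, which act on xenobiotics and fatty acids, gave 6 of 19 where chance would give 1.08 (adjusted p = 0.00379). Target genes of PPARα in fatty acid oxidation gave 5 of 19 (adjusted p = 0.0182). This share was not past 0.05 with quantile normalization (3 genes, adjusted p = 0.323) or with genes of at least 5 FPKM (4 genes, adjusted p = 0.0917), and ranged from 0.00339 to 0.323 over the alternatives. Genes of lipid storage controlled by PPARγ gave 1 of 15, fatty acid synthesis 0 of 16 and cholesterol synthesis 0 of 21.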

Functional enrichment analysis of genes activated in solely the control group revealed several categories linked to lipid homeostasis and storage, cholesterol and fatty acid metabolism and xenobiotic metabolic process (Fig. 2b). These results are consistent with de novo oscillation of genes related to lipid and fatty acid metabolism in response to HFD^15^. 

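Over whole lists, the 19 PPARα genes had a median log2 fold change at ZT12 of 0.67 with vehicle and 0.31 with Policaptil Gel Retard, with 17 and 14 of them higher. Camera gave an adjusted p of 4.60e-05 in the first group and 0.0558 in the second, and 0.000342 for the interaction, whose median was −0.29. The 19 epoxygenase genes were all higher at ZT12 with vehicle (median 0.50) and 11 were higher with the tested product (median 0.16). Their interaction had a median of −0.32 and a camera adjusted p of 0.000155. For the medians of these interactions, the exact permutation p was 0.14 for the PPARα genes and 0.155 for the epoxygenase genes (two-sided). Cholesterol synthesis fell in both groups, with 19 of 21 genes lower in each, by 0.63 and by 0.89, with adjusted p of 0.000973 and 5.37e-07, the first lost without vehicle ZT12 replicate 1 (−0.40). Its interaction of −0.26 became 0.12 without Policaptil ZT12 replicate 3. Fatty acid synthesis had a median of 0.15 with vehicle, which became −0.12 without vehicle ZT0 replicate 2, and −0.082 without vehicle ZT12 replicate 2. With the tested product it had 0.73 (adjusted p 0.00845), a call lost without Policaptil ZT0 replicate 1 (0.40) or Policaptil ZT12 replicate 1 (0.25). Its interaction was 0.43, with an adjusted p of 0.0456 that ranged from 5.70e-05 to 0.857 over the alternatives, for example 0.857 without Policaptil ZT12 replicate 1 (0.068). Camera assumes a fixed correlation of 0.01 between genes of a list. Of its 44 calls among 90 tests of lists, 6 held under fry, which does not assume this value and tests another null hypothesis. They were the evening clock genes in both groups, the epoxygenases over time with vehicle, the glucocorticoid response genes over time with the tested product, and the acute-phase genes for the treatment at ZT0 and over both times. When the 12 mice were split into groups other than the treatments, camera still gave p under 0.05 for a median of 6 of 15 lists. The paper relates the categories of the genes activated in controls only to a de novo oscillation of lipid and fatty acid metabolism genes in response to HFD, for which it cites earlier work.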

HFD induces gain of rhythmicity of several transcription factors (TF) involved in lipid metabolism, including the peroxisome proliferated activated receptor γ (PPARγ) and the sterol regulatory element-binding protein (SREBP)^15,32^. Indeed, enrichment analysis using EnrichR^33^ with data from ChEA^34^ showed that PPARγ was one of the most represented TF binding genes induced at ZT12 in the control group (Fig. 2c). 

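The binding data of ChEA were not used here. In their place, 17 genes of lipid storage controlled by PPARγ were listed, of which 15 were tested. Of the 15, Cidec is also in the list of fat markers, and Cd36 and Mogat1 are among the genes of Fig. 3d. Among the genes higher at ZT12 in both groups the list had 7 of 15 (adjusted p = 0.00128, Fisher's exact test, one-sided; 0.000923 to 0.112 over the alternatives). Its median log2 fold change was 0.59 with vehicle and 0.52 with Policaptil Gel Retard, with camera adjusted p of 0.0353 and 0.0407. These ranged from 0.00997 to 0.154 and from 0.00326 to 0.280 over the alternatives. The call was lost without vehicle ZT0 replicate 3 (0.40) or vehicle ZT12 replicate 3 (0.51), and, with the tested product, without Policaptil ZT0 replicate 3 (0.44), Policaptil ZT12 replicate 2 (0.48) or Policaptil ZT12 replicate 3 (0.52). With the p values adjusted over the list alone, 6 genes were higher and 2 lower at ZT12 with vehicle, against 2 genes when adjusted over all genes tested. With the tested product 9 were higher and 3 lower over the list alone and 6 passed over all genes. The interaction of the list was −0.14 (camera adjusted p 0.539). It became 0.072 without Policaptil ZT12 replicate 1, and 0.0025 without Policaptil ZT0 replicate 2. Pparg (ENSMUSG00000000440.12, chromosome 6 of mm10, 115360951 to 115490399) had 3.83 ± 1.62 FPKM at ZT0 and 8.61 ± 1.65 FPKM at ZT12 with vehicle (SD, n = 3). With the tested product it had 4.99 ± 0.548 and 5.46 ± 1.60 FPKM (SD, n = 3). Its log2 fold change was 1.04 with vehicle (standard error 0.263, limma adjusted p = 0.0530), with all 3 mice at ZT12 above all 3 at ZT0, and 0.08 with the tested product, −0.11 without Policaptil ZT12 replicate 2. The interaction of −0.95 had a limma adjusted p of 0.663 and an exact permutation p = 0.025 (two-sided). Cidec (ENSMUSG00000030278.11, chromosome 6, 113424634 to 113435760) rose by 1.23 (from 1.14 ± 0.591 to 3.92 ± 0.679 FPKM; SD, n = 3) with vehicle and by 1.08 (from 0.682 ± 0.219 to 2.62 ± 0.874 FPKM) with the tested product. The limma adjusted p was 0.0155 and 0.0162, with no overlap of the mice in either group. The interaction of Cidec was −0.14 (exact permutation p = 0.74, two-sided), and 0.072 without Policaptil ZT12 replicate 1 or 0.0071 without vehicle ZT0 replicate 1. Cd36 (ENSMUSG00000002944.15, chromosome 5, 17781690 to 17888801) had 6.76 ± 3.11 and 11.3 ± 4.07 FPKM with vehicle, and 5.66 ± 1.97 and 6.19 ± 2.03 FPKM with the tested product (SD, n = 3). Its log2 fold change of 0.68 with vehicle lay within the spread of the mice (exact permutation p = 0.2, two-sided). With the tested product it was 0.11, and −0.093 without Policaptil ZT0 replicate 3 or −0.070 without Policaptil ZT12 replicate 3. Its interaction was −0.57 (exact permutation p = 0.38, two-sided).

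**Figure D2:**
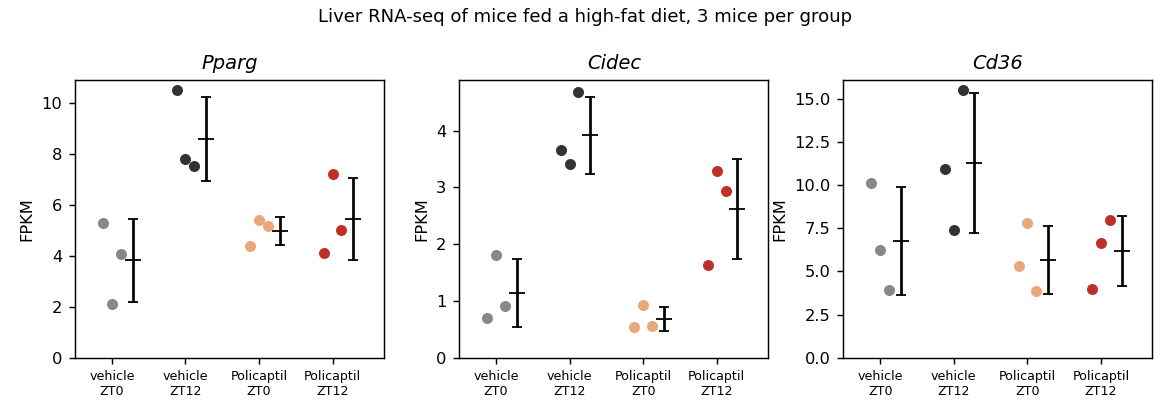
FPKM of Pparg, Cidec and Cd36 in each mouse (points) of the 4 groups, with the mean ± SD of the 3 mice. Cidec is higher at ZT12 in both treatments, while Pparg is higher at ZT12 with vehicle (8.61 against 3.83 FPKM) and similar at both times with Policaptil Gel Retard.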

RT-qPCR confirmed induction of rhythmic expression of the *Pparg* and of its targets DFFA-like effector c (*Cidec)* and truglyceride storage-associated protein (*CD36)* (Supplementary Fig. 2). Notably, Policaptil Gel Retard completely blocked induction of these genes at ZT12 (Supplementary Fig. 2), highlighting a beneficial effect of the tested product on hepatic metabolism under HFD regimen.

**Figure 2:**
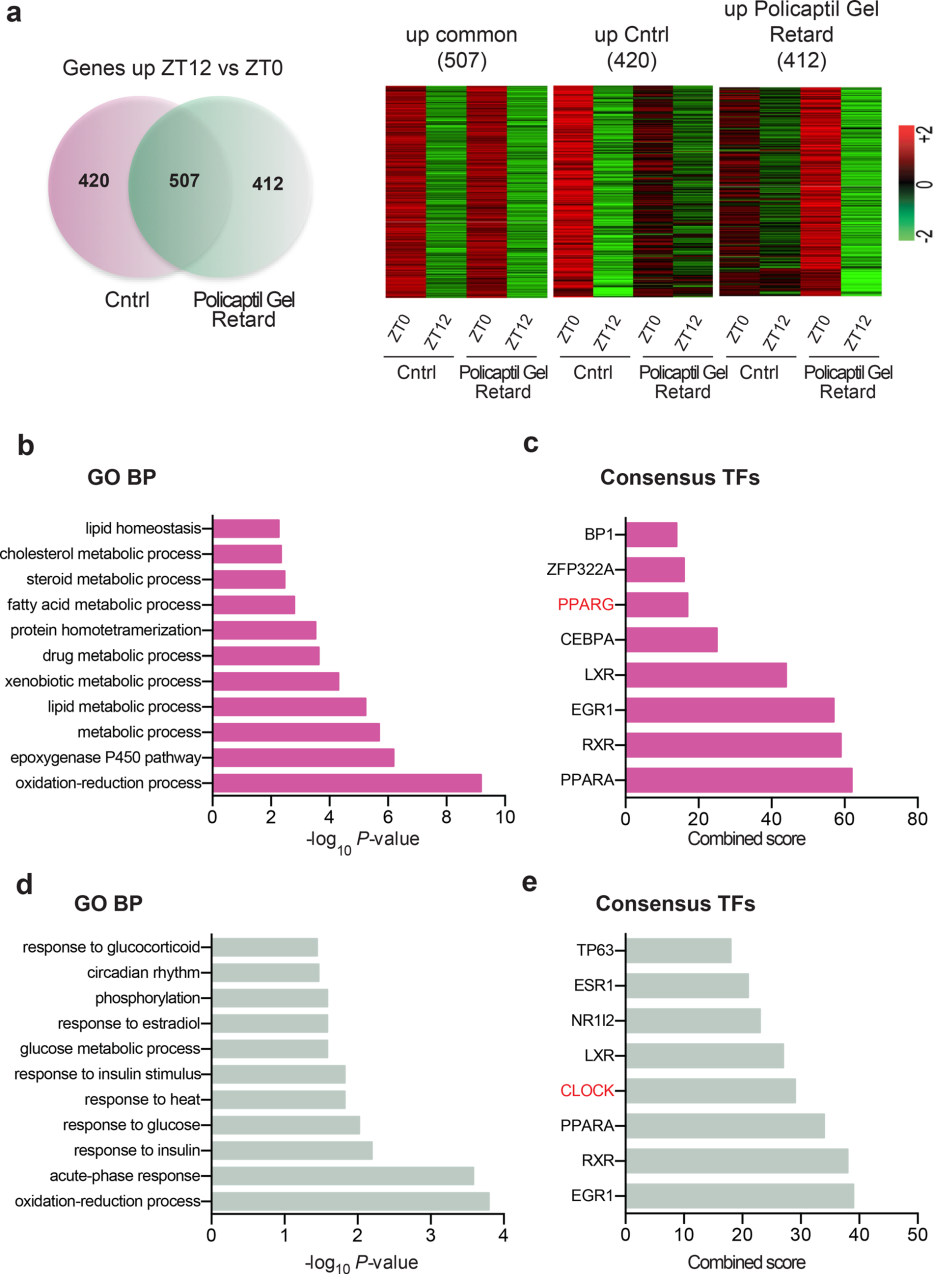
Hepatic transcriptional reprogramming induced by Policaptil Gel Retard. (**a**) **left** Venn diagram of genes whose expression is significantly increased at ZT12 compared to ZT0 in both groups (507), controls only (420) and Policaptil Gel Retard only (412) (n = 3, *Cyber t-test* p < 0.05; ZT Zeitgeber time). (**a**) **right** Heat map of genes significantly up-regulated between ZT0 and ZT12 in vehicle (Cntrl) or Policaptil Gel Retard (Policaptil Gel Retard) treated mice (n = 3, *Cyber t-test* p < 0.05). (**b**) Gene ontology analysis of genes induced at ZT12 in control mice. (**c**) Top 10 results for TF binding sites from ENCODE and ChEA in control mice. (**d**) Gene ontology analysis of genes induced at ZT12 in Policaptil Gel Retard treated mice. (**e**) Top 10 results for TF binding sites from ENCODE and ChEA in Policaptil Gel Retard treated mice.

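The paper's test, the Cyber t-test, pools the variance of genes with similar expression. The paper's text does not give its settings. A version written here, called Cyber-T, used windows of neighbouring genes and a prior weight of 10. On log2(FPKM + 1) it gave 825 genes higher at ZT12 in both groups, 488 with vehicle only and 623 with Policaptil Gel Retard only. On FPKM without logarithm the counts were 861, 511 and 616. In the other direction, limma gave 693 genes lower at ZT12 in both groups, 584 with vehicle only and 625 with the tested product only. Without vehicle ZT12 replicate 3, the 584 became 386.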

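The same share test was applied to the genes higher at ZT12 in Policaptil Gel Retard treated mice only. Insulin and glucose genes gave 4 of 18 where chance would give 1.27 (adjusted p = 0.132). Without the minimum of 1 FPKM they gave 6 genes (adjusted p = 0.00516), and over the alternatives the adjusted p ranged from 0.00516 to 0.398. Glucocorticoid response genes gave 4 of 14 (adjusted p = 0.0661), which passed 0.05 with quantile normalization (5 genes, adjusted p = 0.00896) and without the minimum (7 genes, adjusted p = 9.50e-05). The range for this list was 9.50e-05 to 0.205. As a whole list 13 of these 14 genes were higher at ZT12 with the tested product (camera adjusted p = 7.99e-08) and 10 with vehicle (median 0.56, camera adjusted p = 0.0293), where the call was lost without vehicle ZT0 replicate 1 (0.33) or vehicle ZT12 replicate 3 (0.60). Evening clock genes gave 0 of 8, since 7 of the 8 were called in both groups. Acute-phase genes gave 7 of 18 and amino acid and arginine genes 6 of 13, each with an adjusted p of 0.00128. Over the whole list, insulin and glucose genes had a median log2 fold change of 0.24 at ZT12 with the tested product (camera adjusted p = 0.0913) and 0.21 with vehicle. The camera value with the tested product was 0.0254 without the minimum, 0.00906 with genes of at least 5 FPKM, and ranged from 0.00906 to 0.209. Adjusted over the list alone, 9 genes of this list were higher and 3 lower with the tested product, and 10 passed over all genes tested. The interaction of the list was −0.03 (camera adjusted p = 0.694), and it changed sign without any 1 of 5 libraries, reaching 0.046 without Policaptil ZT12 replicate 2.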

The 412 genes specifically upregulated in Policaptil Gel Retard treated animals, were enriched for terms mainly associated with glucose homeostasis, insulin signaling and circadian rhythms (Fig. 2d). Moreover, TF enrichment analysis identified the circadian transcription factor CLOCK as one of the major regulators of these genes (Fig. 2e). 

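Clock itself (ENSMUSG00000029238.11, chromosome 5 of mm10, 76209868 to 76304792) was lower at ZT12 in both groups. It fell from 3.50 ± 0.477 to 2.08 ± 0.263 FPKM with vehicle and from 2.94 ± 0.259 to 1.74 ± 0.220 FPKM with Policaptil Gel Retard (SD, n = 3). The log2 fold changes were −0.55 and −0.53, and the interaction was 0.02 (exact permutation p = 0.895, two-sided), with a sign that depended on single libraries (−0.053 without vehicle ZT0 replicate 2). Its partner Arntl fell by 1.64 and by 1.35. For the evening clock genes as a list, the interaction was 0.22 (camera adjusted p = 0.685), and −0.011 without vehicle ZT0 replicate 1. Single genes of the list went both ways. Per1, which is also in the list of glucocorticoid response genes, rose by 1.39 with vehicle and 2.39 with the tested product, and its interaction of 1.00 (standard error 0.333, limma adjusted p = 0.625) had an exact permutation p = 0.04 (two-sided). The interaction of Dbp was −1.61 (exact permutation p = 0.115, two-sided).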

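The interaction of time and treatment was tested for all genes in a fit over the 12 mice. It had p under 0.05 for 650 genes, of which 375 changed more towards ZT12 with Policaptil Gel Retard and 275 less, where chance would give 490.3 on average. As many were found in 17 of 100 splits of the mice, the real one included. In the real groups the adjusted p was under 0.05 for 0 genes, and the smallest was 0.337. Without vehicle ZT12 replicate 2, without vehicle ZT12 replicate 3 or without Policaptil ZT0 replicate 1, 1 gene passed. The smallest p values were those of Edem1, Sgms2, Slc25a51, Cyp2c67 and Hspb8. Edem1 (chromosome 6 of mm10, 108828641 to 108859356) acts in the degradation of misfolded proteins. It fell from 42.3 ± 0.527 to 25.9 ± 1.15 FPKM with vehicle, and had 30.3 ± 1.18 and 28.1 ± 1.28 FPKM with the tested product (SD, n = 3). Its interaction was 0.58 (standard error 0.0950, limma adjusted p = 0.337, exact permutation p = 0.01, two-sided). Sgms2 fell by 0.26 with vehicle and by 1.00 with the tested product, and Slc25a51 rose by 0.49 and by 1.60. The interaction of each had an exact permutation p = 0.005 (two-sided). That of Cyp2c67, whose reads resemble those of other Cyp2c genes, was −1.49, and that of Hspb8 was 0.92.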

Given that HFD causes loss of oscillation of insulin signaling as well as clock regulated metabolic pathways^15^, these results show that Policaptil Gel Retard is able to blunt HFD driven circadian transcriptional reprogramming.

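Over both times, with time in the fit, 375 genes were higher and 616 lower with Policaptil Gel Retard than with vehicle (p under 0.05, 6 mice against 6). The balance of directions depended on the scaling of the libraries: it was 535 higher and 430 lower with median-ratio scaling, and 498 and 490 with quantile normalization. An adjusted p under 0.05 was reached by 2 genes, Slc39a4 and Serpina10, with Egfl7, Fgg and Lrg1 next. Neither passed in every fit that left out 1 library: 1 gene passed without Policaptil ZT0 replicate 1, and 0 without any other library. Slc39a4 (chromosome 15 of mm10, 76612383 to 76617384), a zinc transporter, had 15.3 ± 1.17 and 11.3 ± 0.653 FPKM at ZT0 and ZT12 with vehicle, and 22.0 ± 3.35 and 19.8 ± 1.70 FPKM with the tested product (SD, n = 3). Its log2 fold change was 0.62 (standard error 0.0840, limma adjusted p = 0.0432), with all 6 treated mice above all 6 controls. The adjusted p ranged from 0.0104 to 0.193 over the alternatives. Serpina10 (chromosome 12, 103614786 to 103631444), a protease inhibitor made in liver, had 233 ± 12.0 and 200.4 ± 24.8 FPKM with vehicle and 161 ± 7.09 and 149 ± 8.04 FPKM with the tested product. It fell by 0.48 (standard error 0.0650, limma adjusted p = 0.0432), with all 6 treated mice below all 6 controls. Its adjusted p ranged from 0.0337 to 0.198. Both genes had an exact permutation p = 0.005 (two-sided), the smallest that the arrangements within each time allow.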

To further identify genes specifically modulated by Policaptil Gel Retard, we conducted a differential analysis comparing control mice versus animals treated with the tested product. At ZT0 we found 56 genes significantly down-regulated and 9 transcripts up-regulated in Policaptil Gel Retard compared to controls (p < 0.05; Fig. 3a,b). 

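At ZT0, 570 genes were lower and 335 higher with Policaptil Gel Retard (limma, p under 0.05). The adjusted p was under 0.05 for 0 genes, and the smallest was 0.222. With median-ratio scaling the counts were 429 lower and 431 higher, and with quantile normalization 469 and 447. Cyber-T on log2(FPKM + 1) gave 478 lower and 365 higher genes, with 69 past the adjustment. Single libraries mattered: without Policaptil ZT0 replicate 3, 339 were lower and 186 higher. Without Policaptil ZT0 replicate 2, the counts were 394 and 370, and 7 genes passed the adjustment, while 1 passed without Policaptil ZT0 replicate 1. The 3 treated mice did not overlap the 3 controls for 1484 genes (15.1%, against 10% by chance). Among these the largest decreases with p under 0.05 were in Saa2, Saa1, Lcn2, Prtn3 and Derl3, and the largest increases in Egr1, Hsd17b6, Foxq1, Dbp and Clec2h. Saa1, an acute-phase protein, had 6198 ± 3022 FPKM with vehicle and 305.5 ± 250.3 FPKM with the tested product (SD, n = 3). It fell by 4.51 (standard error 0.587, limma adjusted p = 0.264, lower in 3 of 3 treated mice than in any control; exact permutation p = 0.1, two-sided). Saa2, its near-identical copy, fell by 5.23, and the reads of this pair can be confused. The increases ranged from 1.56 in Clec2h to 2.01 in Egr1.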

At ZT12 114 transcripts were significantly down-regulated and 59 were up-regulated in mice treated with the tested product compared to controls (p < 0.05; Fig. 3a,b). 

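At ZT12, 360 genes were lower and 301 higher with Policaptil Gel Retard (limma, p under 0.05). The adjusted p was under 0.05 for 0 genes, and the smallest was 0.583. The balance of directions depended on the scaling: median-ratio scaling gave 327 lower and 366 higher, and quantile normalization 346 and 323. Cyber-T gave 324 lower and 336 higher genes on the log2 scale, with 23 past the adjustment, and 353 and 345 on FPKM without logarithm, with 16. A minimum absolute log2 fold change of 0.5 left 36 lower and 49 higher. Without Policaptil ZT12 replicate 3, 542 genes were lower, and without vehicle ZT12 replicate 3, 1 gene passed the adjustment. The mice of the groups did not overlap for 13.1% of genes, against 10% by chance. Among these, the largest decreases with p under 0.05 were in Cyp4a14 (−1.99), Cfd (−1.65), Cpne8, Cyp2a22 and Vnn1. The largest increases were in Hamp2 (1.61), Orm3 (1.48), Ddit4, Rpph1 and Malat1. Hamp2, Orm3, Cyp4a14 and Cyp2a22 have near-identical family members, so their values are uncertain, and Rpph1 and Malat1 are noncoding RNAs.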

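In total, 905 genes passed p under 0.05 for the treatment at ZT0 and 661 at ZT12, where chance alone would give 490.3 at each time on average. Both this value and the 10% expected without overlap are averages, without a spread for correlated genes. Other splits of the same mice gave up to 806 genes at ZT0 and 736 at ZT12, so these totals and chance cannot be told apart. The ZT0 total was the larger with all 12 libraries under every alternative scaling, pseudocount, filter, threshold and test, and the smaller in 1 of the 12 fits with a library left out (525, without Policaptil ZT0 replicate 3). The difference between the totals was not tested. Gene by gene, the difference of the treatment effect between ZT12 and ZT0 is the interaction of time and treatment.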

The greater number of genes modulated at ZT12 compared to ZT0 suggest that Policaptil Gel Retard modulates the hepatic response to nutrients. 

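At ZT12, 8 of the 15 gene lists had a camera adjusted p under 0.05 for the treatment, and 0 of them under fry. Amino acid and arginine genes were higher (median log2 fold change 0.36, 11 of 13 genes, adjusted p = 8.07e-07; 6.64e-10 to 0.209 over the alternatives). Adjusted over the list alone 6 passed, and 0 over all genes tested. Evening clock genes were higher by 0.28 (6 of 8 genes), a call that was lost without Policaptil ZT12 replicate 3 (0.19) and without vehicle ZT12 replicate 2 (0.31). PPARα genes were lower (median −0.22, 14 of 19 genes, adjusted p = 0.00187; 0.000105 to 0.366 over the alternatives), and 7 of them were among the genes lower with p under 0.05 (adjusted p = 7.66e-05, Fisher's exact test, one-sided). The median of the PPARα genes ranged from −0.27 to −0.13 with each library left out. Acute-phase genes were lower by a median of −0.40 in 16 of 18 genes. That call was lost without vehicle ZT12 replicate 3 (−0.19) or Policaptil ZT12 replicate 3 (−0.24). The epoxygenase genes had a median of −0.03 (camera adjusted p = 0.599), which became 0.034 without vehicle ZT12 replicate 3 and 0.024 without Policaptil ZT12 replicate 1. Innate immune genes had a median of −0.14 with 15 of 18 lower (camera adjusted p = 0.0558, 0.00396 to 0.582 over the alternatives), and passed 0.05 without Policaptil ZT12 replicate 2 (−0.18), vehicle ZT12 replicate 2 (−0.22) or vehicle ZT12 replicate 3 (−0.18). Cholesterol synthesis (−0.08) changed sign when vehicle ZT12 replicate 2 (0.045), vehicle ZT12 replicate 3 (0.092) or Policaptil ZT12 replicate 3 (0.28) was left out. Heat response genes (0.15) became −0.10 without Policaptil ZT12 replicate 3.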

Functional classification of Policaptil Gel Retard responsive genes at ZT12 highlighted a prominent role in metabolic regulation. Down-regulated genes included genes involved “Lipid storage” indicative of an altered lipid uptake. Conversely, genes induced by tested product were enriched for several metabolic pathways including “response to glucocorticoid”, “lipid metabolic process” and “regulation of insulin secretion” (Fig. 3c). 

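The 15 lipid storage genes controlled by PPARγ had a median log2 fold change of −0.27 with Policaptil Gel Retard at ZT12, with 11 of 15 lower (camera adjusted p = 0.00338; 0.000403 to 0.355 over the alternatives). The call was lost without Policaptil ZT12 replicate 1 (−0.25). Among the 360 genes lower with p under 0.05 the list had 6 (adjusted p = 0.000186, Fisher's exact test, one-sided; 1.13e-05 to 0.00430 over the alternatives). They were Mogat1, Cfd, Fitm1, Cd36, Pparg and Acsl1. Of these, Mogat1 and Cd36 are genes of Fig. 3d, which the study chose on these samples, and the paper also names Pparg. This share is therefore not fully independent evidence. A single gene passed when adjusted over the list alone, and 0 over all genes tested. Permuting the treatments gave the median of the list an exact permutation p = 0.2 (two-sided). At ZT0 the median was −0.18 (camera adjusted p = 0.144), and the effect of the treatment was not shown to differ between the times by the interaction of the list. At ZT12 Pparg fell by 0.59 (standard error 0.197), Cd36 by 0.76 (standard error 0.296) and Cidec by 0.46 (standard error 0.199), each with a limma adjusted p of 0.729. All 3 treated mice were below all 3 controls for Pparg and Cidec, but not for Cd36.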

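The 14 glucocorticoid response genes had a median log2 fold change of 0.40 at ZT12 with Policaptil Gel Retard, with 11 of 14 higher (camera adjusted p = 0.000691; 3.23e-08 to 0.421 over the alternatives). This median ranged from 0.30 to 0.75 with each library left out, and from 0.25 to 0.47 over the other alternatives. Among the 301 genes higher with p under 0.05 the list had 4 (adjusted p = 0.00512, Fisher's exact test, one-sided). Without the minimum of 1 FPKM it had 2 (adjusted p = 0.232, within a range of 0.00487 to 0.232). When adjusted over the list alone 0 genes passed, as over all genes, and 4 had p under 0.05: Per1, Tat, Zbtb16 and Ddit4. Of the 14 genes, Per1 is also a clock gene and Tat also an amino acid gene. The list's median had an exact permutation p = 0.3 (two-sided). At ZT0 the median was −0.43, and the interaction of 0.91 had a camera adjusted p of 0.000258, an exact permutation p = 0.035 (two-sided) and 0.2625 when adjusted over the lists. Fatty acid synthesis genes rose by 0.64 at ZT12, 15 of 16 genes (camera adjusted p = 3.94e-05; 1.51e-09 to 0.598 over the alternatives), but by 0.17 without Policaptil ZT12 replicate 1, where the call was lost. They gave 4 of the genes higher with p under 0.05 (adjusted p = 0.00776, Fisher's exact test, one-sided; 0.00738 to 0.0648). Insulin and glucose genes had a median of 0.08 with 10 of 18 higher (camera adjusted p = 0.0353; 0.00276 to 0.551), which became −0.027 without Policaptil ZT12 replicate 3. Without vehicle ZT12 replicate 1 (0.056) or vehicle ZT12 replicate 2 (0.080) the call was lost. They also gave 4 higher genes (adjusted p = 0.0110, Fisher's exact test, one-sided; 0.0105 to 0.104).

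**Figure D3:**
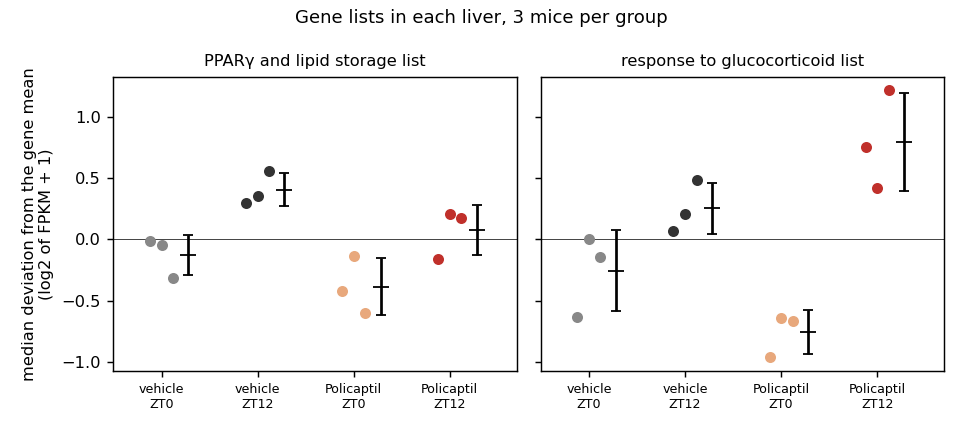
Median deviation of the PPARγ lipid storage genes and of the glucocorticoid response genes from their means over the 12 mice, in log2(FPKM + 1), for each mouse (points) of the 4 groups with the mean ± SD of the 3 mice. At ZT12 the glucocorticoid response genes are at 0.42 to 1.21 in the treated mice and at 0.07 to 0.48 in the controls.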

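Single genes of glucose metabolism were compared between the times and the treatments. The gluconeogenic genes Pck1 and G6pc rose from ZT0 to ZT12 by 1.79 (limma adjusted p = 0.00638) and 1.84 (limma adjusted p = 0.00440) in treated mice. With vehicle they rose by 0.74 and 1.08, and the interactions of 1.06 and 0.76 had an exact permutation p of 0.105 and 0.16 (two-sided). Ppp1r3c, which directs glycogen synthesis, was higher with the tested product than with vehicle at ZT12 by 0.72 (exact permutation p = 0.2, two-sided).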

Taken together, these results demonstrate that Policaptil Gel Retard treated mice show changes in the expression of genes involved in glucose and lipid metabolism. 

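The model of Fig. 3d draws 8 genes measured in these livers. The study chose them on these samples, so their test is not independent evidence. Of the 7 tested, 3 were lower with Policaptil Gel Retard at ZT12, Cd36, Mogat1 and Apoa4, and 4 were higher, Srebf1, Lipc, Fasn and Igfbp2. All 7 had p under 0.05 and passed when adjusted over the list alone, and 0 passed over all genes tested. Mogat1 fell by 0.67 (standard error 0.114, limma adjusted p = 0.601; 0.0292 to 0.902 over the alternatives) and Apoa4 by 0.82 (standard error 0.323). Srebf1 rose by 0.94 (standard error 0.275), and Lipc by 0.41 (standard error 0.103). Fasn had 55.2 ± 32.8 FPKM with vehicle and 159.9 ± 99.4 FPKM with the tested product (SD, n = 3), with an overlap of the mice. Leaving out 1 library took p over 0.05 for Cd36, Apoa4 and Fasn, for example without vehicle ZT12 replicate 1 (log2 fold changes −0.76, −0.89 and 1.03). The eighth gene, Cidea, was under the minimum of 1 FPKM, with 0.920 ± 0.309 FPKM with vehicle and 0.0450 ± 0.0403 FPKM with the tested product (SD, n = 3).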

In silico modelling of the observed gene expression profiles, allowed us to predict and successfully subsequently validate a depletion of both lipid and glycogen stores in the liver (Fig. 3d). Indeed, both hepatic glycogen and triglyceride content were normalized by administration of Policaptil Gel Retard under HFD regimen, displaying lower levels compared to vehicle treated mice (Fig. 3e,f).

**Figure 3:**
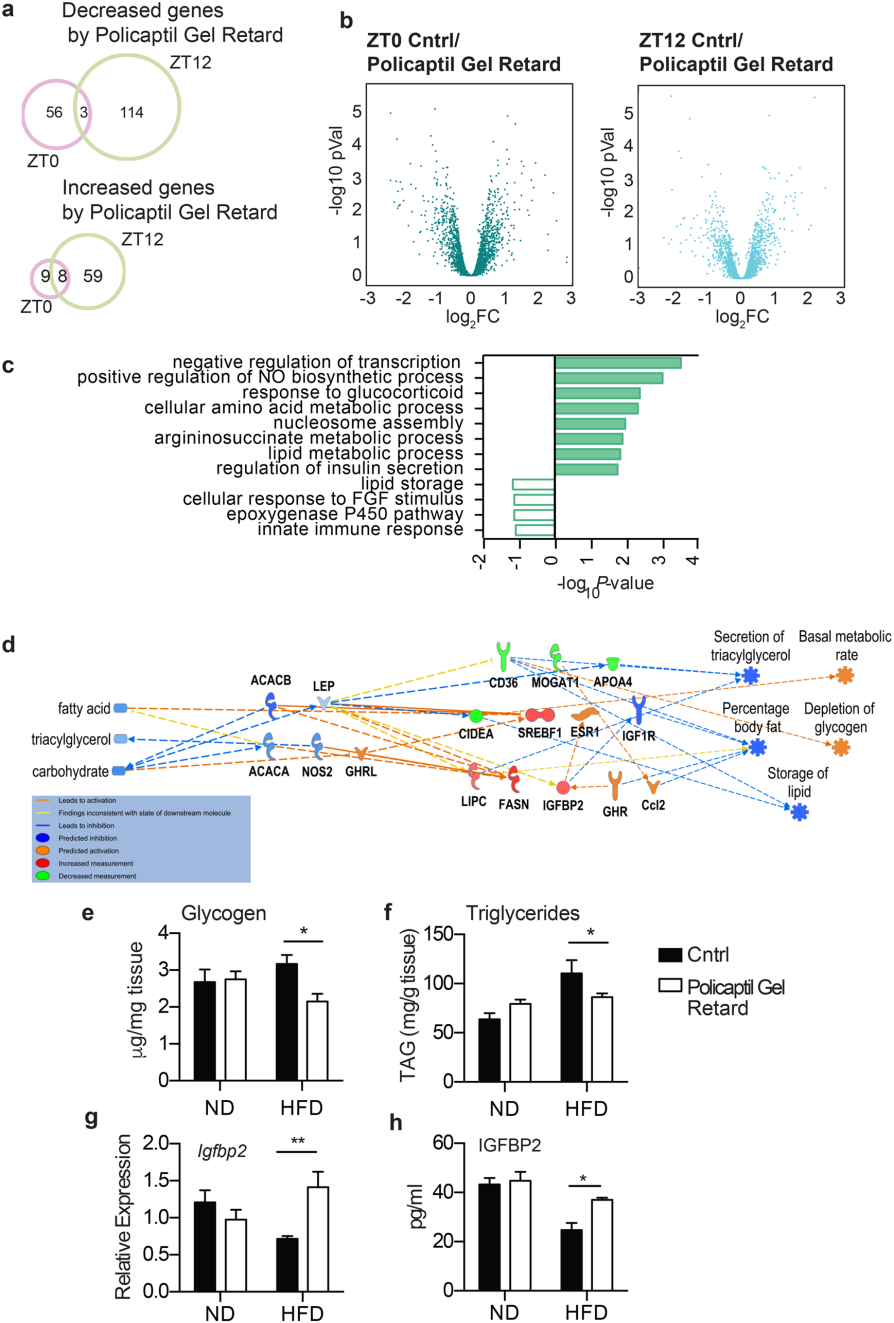
Policaptil Gel Retard affects hepatic energy storage. (**a**) Venn diagram of genes significantly up-regulated or down-regulatd by Policaptil Gel Retard treatment at ZT12 and ZT0 (*Cyber t-test* p < 0.05). (**b**) Volcano plot of differentially expressed genes at ZT0 and ZT12 by Policaptil Gel Retard treatment. (**c**) Pathway enrichment of genes decreased or induced by Policaptil Gel Retard at ZT12. (**d**) In silico modeling with IPA of the systemic effects of Policaptil Gel Retard administration. (**e**) Hepatic glycogen content in response to HFD and Policaptil Gel Retard treatment (mean ± s.e.m, n = 5; *p < 0.05; ANOVA, Holm-Sidak post hoc). (**f**) Hepatic triglycerides content in response to HFD and Policaptil Gel Retard treatment (mean ± s.e.m, n = 5; *p < 0.05; ANOVA, Holm-Sidak post hoc). (**g**) Expression of hepatic Igfbp2 in response to HFD and Policaptil Gel Retard treatment (mean ± s.e.m, n = 5; **p < 0.01; ANOVA, Holm-Sidak post hoc). (**h**) Serum IGFBP2 level in response to HFD and Policaptil Gel Retard treatment (mean ± s.e.m, n = 5; *p < 0.05; ANOVA, Holm-Sidak post hoc).

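The overlap of the treatment calls between the times was counted for each direction. Of the genes with p under 0.05 at ZT0 and at ZT12, 23 were higher and 28 lower with Policaptil Gel Retard at both times, where independent calls would share 10.28 and 20.93. A further 7 genes higher at ZT0 were lower at ZT12, and 16 lower at ZT0 were higher at ZT12. The counts depended on single libraries. Without Policaptil ZT0 replicate 2, 36 higher genes were shared, and without Policaptil ZT0 replicate 3, 15 higher and 16 lower. Median-ratio scaling gave 38 and 15. From the classes of the genes changed at ZT12, the paper concludes that treated mice show changes in the expression of genes of glucose and lipid metabolism. It then models these profiles to predict lower lipid and glycogen stores, which it then measured (Fig. 3e,f).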

### Policaptil gel retard rescues circulating levels of IGFBP2

Insulin-like growth factor binding proteins (IGFBPs) are major regulators of insulin-like growth factor bioavailability and activity. Therefore, IGFBPs represent an important link between the IGF system and insulin signaling^35^. Hepatic and circulating IGFBP-2 levels are decreased in obese subjects^36–38^. Moreover, Igfbp2 has been shown to protect from the development of insulin resistance in a model of diet-induced obesity^39,40^ and its activity is modulated by the anti-diabetic drug Metformin^41^.

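Igfbp2 (ENSMUSG00000039323.18, chromosome 1 of mm10, 72824503 to 72852474) had 293 ± 35.9 FPKM at ZT0 and 356 ± 59.4 FPKM at ZT12 with vehicle. With Policaptil Gel Retard it had 621 ± 174 and 553 ± 117 FPKM (SD, n = 3). The log2 fold change with treatment was 1.04 at ZT0 (standard error 0.224, limma adjusted p = 0.324) and 0.63 at ZT12 (standard error 0.186, limma adjusted p = 0.729). At ZT0 the adjusted p ranged from 0.00838, with Cyber-T on log2(FPKM + 1), to 0.925 over the alternatives. All 3 treated mice were above all 3 controls at each time (exact permutation p = 0.1, two-sided, the smallest possible). Over both times the log2 fold change was 0.83 (standard error 0.163, limma adjusted p = 0.215; 0.140 to 0.552 over the alternatives), all 6 treated mice were above all 6 controls, and the exact permutation p = 0.005 (two-sided) is the smallest possible. It stayed between 0.74 and 0.93 with each library left out. Ordered by p among the 9806 genes tested, Igfbp2 was at place 67 at ZT0, 147 at ZT12 and 11 over both times.

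**Figure D4:**
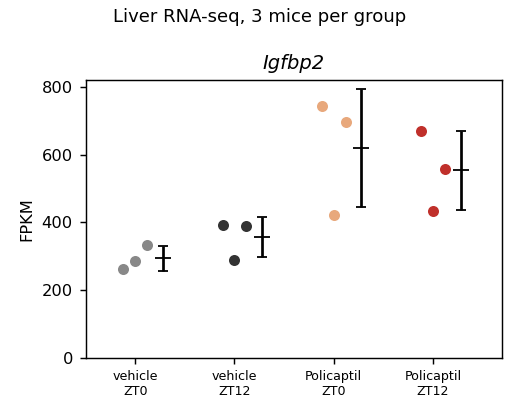
FPKM of Igfbp2 in each mouse (points) of the 4 groups, with the mean ± SD of the 3 mice. The 6 mice given Policaptil Gel Retard lie between 421 and 744 FPKM, all above the 6 controls at 262 to 392 FPKM.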

*Igfbp2* was among the genes that exhibited the most significant changes in the liver upon treatment with tested product. Because Policaptil Gel Retard is able to improve insulin sensitivity in mice fed HFD, we postulated that it might exert its effects through the IGFBP2-IGF-1 axis.

We analyzed the expression of *Igfbp2* by qRT-PCR. In the liver of mice fed HFD, *Igfbp2* expression was significantly decreased and its expression was completely rescued by treatment with Policaptil Gel Retard (Fig. 3g). We next investigated if tested product was also able to restore the levels of circulating IGFBP2. Indeed, as observed for the mRNA expression, serum levels of IGFBP-2 were decreased in HFD mice and significantly increased in mice treated with Policaptil Gel Retard (Fig. 3h).

### Policaptil gel retard counteracts modifications of the gut microbiota typically associated with obesity

The gut microbiota is known to play an important role in energy homeostasis. Furthermore, several studies in mice and humans have reported strong effects of HFD on gut microbiota composition, mainly characterized by enrichment in Firmicutes and depletion of Bacteroidetes^8,42,43^. This shift in microbial composition is associated with an increased potential to extract energy from diet^8^. Changes in gut microbiota composition might contribute to the beneficial effects of Policaptil Gel Retard and are compatible with the liver circadian behavior and serum biochemistry we described. Thus, to clarify the mechanism of action of Policaptil Gel Retard we performed an analysis on the fecal samples of animals treated with the tested product. To this end, fecal microbiota communities were profiled by 16S rRNA sequencing. As expected, PCoA of the unweighted UniFrac distances showed a clear separation between normal chow and HFD in control mice (Fig. 4a). Notably, this shift in microbiota composition was not evident in mice receiving Policaptil Gel Retard (Fig. 4b). These results indicate a possible correlation between the clustering pattern of gut microbiota and the improved metabolic parameters of mice receiving the tested product. In mice fed a ND, Policaptil Gel Retard did not significantly modulate the relative abundances of any of the detected bacteria phyla. However, linear discriminant analysis (LDA) effect size (LEfSe) showed that Policaptil Gel Retard significantly induced the relative abundance of *Clostridiaceae* and *Lachnospiraceae,* which are involved in fiber degradation in the gut and are important for colonic epithelial cells homeostasis and gut health maintenance^44^ (Supplementary Fig. 3).

**Figure 4:**
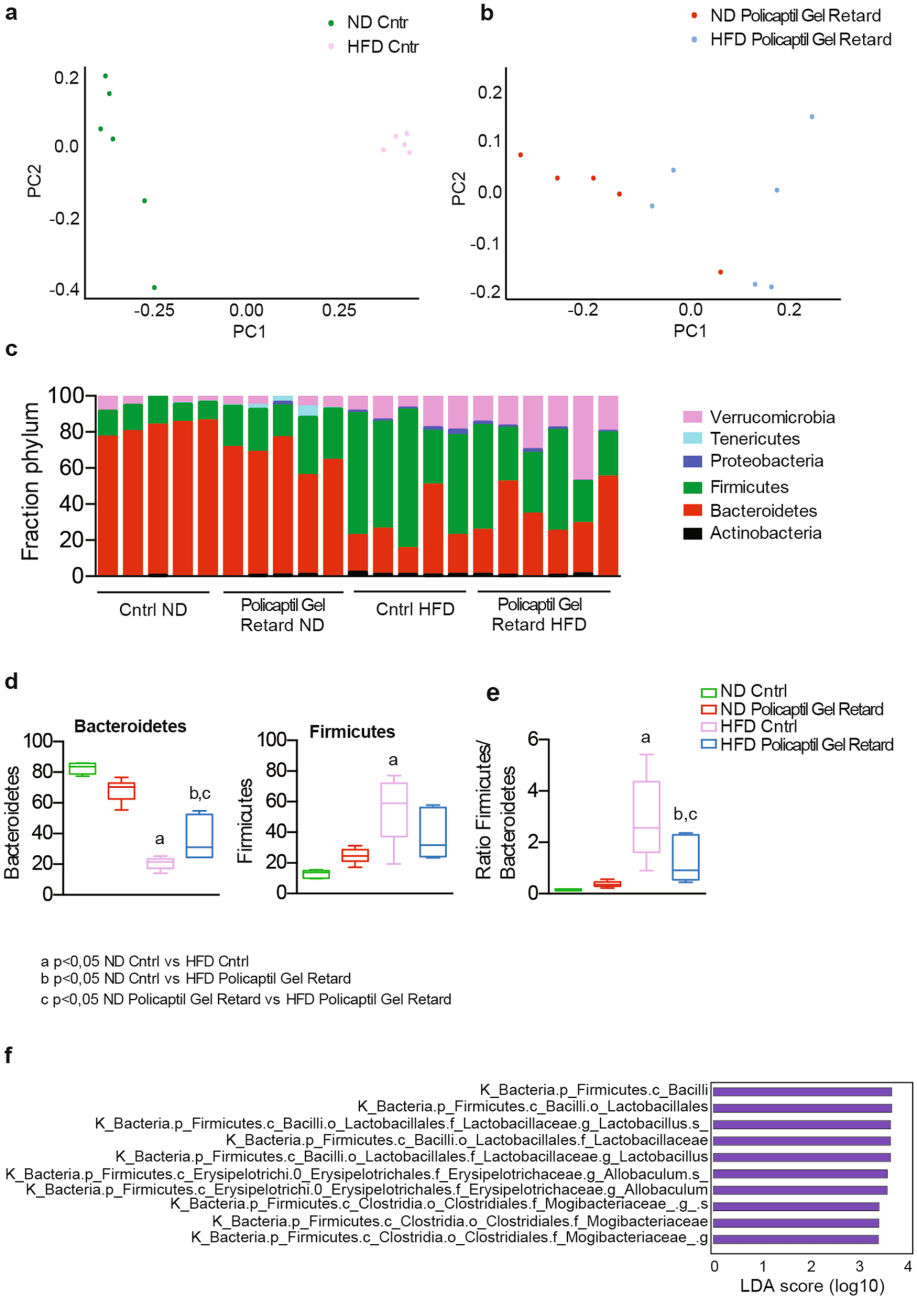
Changes in fecal microbiota induced by Policaptil Gel Retard in mice fed HFD (**a**) Principal coordinate analysis (PCoA) of UniFrac distances of ND and HFD control mice (n = 5–6 mice). (**b**) Principal coordinate analysis (PCoA) of UniFrac distances of ND and HFD Policaptil Gel Retard treated mice (n = 5–6 mice). (**c**) Relative abundance at phylum level in fecal community of control and Policaptil Gel Retard treated mice. (**d**) Representative Phyla Operational Taxonomic Unit (OTU) abundance (%) of ND control, HFD Policaptil Gel Retard, HFD control and HFD Policaptil Gel Retard mice (mean ± s.e.m, n = 5/6; ANOVA, Tukey’s post hoc). (**e**) Firmicutes/Bacteroidetes ratio of ND control, HFD Policaptil Gel Retard, HFD control and HFD Policaptil Gel Retard mice. (mean ± s.e.m, n = 5/6; ANOVA, Tukey’s post hoc) (**f**) LEfSe analysis showing differentially abundant microbiota from HFD cntrl and HFD Policaptil Gel Retard.

Remarkably, in the context of HFD Policaptil Gel Retard significantly modulated the relative abundance of several phyla (Fig. 4c). As expected, HFD reduced the abundance of Bacteroidetes and increased the composition of Firmicutes (Fig. 4d). When the tested product was administered, composition of Bacteroidetes marginally increased (Fig. 4d). The effect of Policaptil Gel Retard was more pronounced when looking at the composition of Firmicutes that increased to 57.8% ± 17.7% in the HFD control group and only to 33.5% ± 13.2% in the Policaptil Gel Retard treated group. Bacteroidetes decreased to 26.2 ± 13.8 in the HFD control group and 38.6 ± 13.9in the group treated with the tested group (Fig. 4d). Consequently, the ratio Firmicutes/Bacteroidetes decreased from 2.9 to 1.2 (Fig. 4e). On the other hand, under HFD regimen the Verrucomicrobia phylum was increased in both the control and Policaptil Gel Retard groups (Fig. 4c).

LEfSe was used to identify the most differentially abundant taxa among HFD control and groups treated with the tested product. Members of *Lactobacillaceae*, *Erysipelotrichaceae* and *Mogibacteriaceae* were enriched in HFD control samples and depleted by Policaptil Gel Retard (Fig. 4f). Overall these taxon changes represent a significant reduction in Firmicutes in response to the tested product.

Firmicutes promote the absorption of dietary fats in the gut^45^, leading to an increased energy harvest^8^. Thus, these results indicate that Policaptil Gel Retard is capable of modulating the composition of the gut microbiota in a way that could possibly lead to decreased energy harvest from diet.

### Policaptil gel retard sequestrates nutrients from the diet in the gut lumen

Our results indicate that treatment with Policaptil Gel Retard determines a hepatic transcriptional signature and a composition of the microbiota that is reminiscent of what is observed under caloric restriction, especially in terms of energy harvested from dietary fats^46,47^. This occurs despite the fact that the animals are fed HFD and do not display a reduction in food intake. We therefore investigated whether Policaptil Gel Retard could indeed factually induce a caloric restriction by reducing the availability of dietary components for both the microbiota and absorbing epithelia in the gut.

In order to investigate this, we quantified stool lipids and carbohydrates in mice fed HFD and treated with the tested product or vehicle. We observed a significant increase in the amount of lipids and carbohydrates released through the feces already 7 days after Policaptil Gel Retard administration compared to HFD control mice thus confirming that efficacy of the tested product is indeed achieved by reducing absorption of fat and sugar in the gut lumen (Fig. 5a,b).

**Figure 5:**
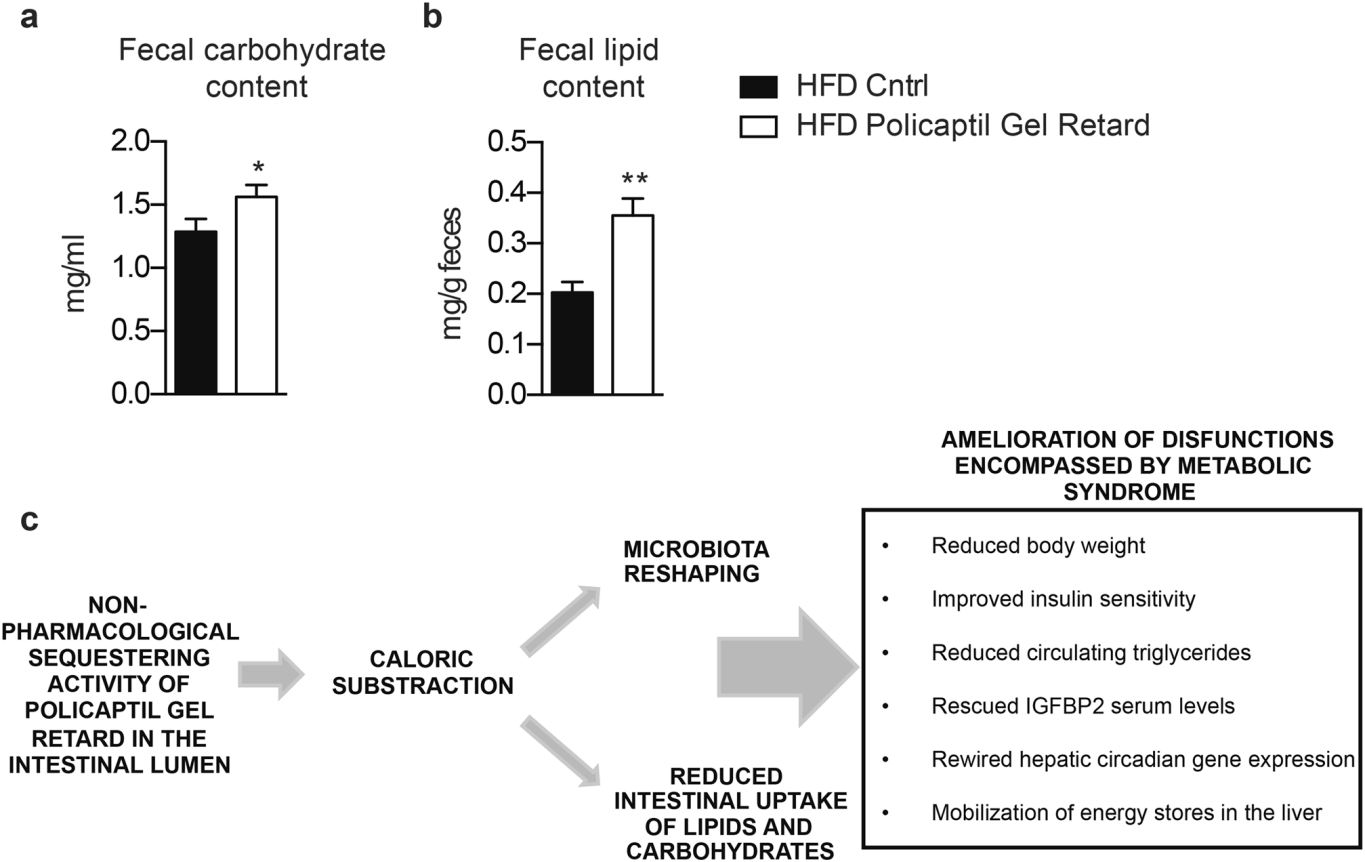
Policaptil Gel Retard reduces gut absorption of lipids and carbohydrates. Fecal carbohydrates (**a**) and lipid (**b**) content level in response to HFD and Policaptil Gel Retard treatment (mean ± s.e.m, n = 6; *p < 0.05, **p < 0.01; unpaired student’s t-test). (**c**) Schematic representation of Policaptil Gel Retard mechanism of action in ameliorating metabolic syndrome phenotypes.

## Discussion

Here we show the efficacy of a non-pharmacological approach in the management of several metabolic alterations in high-fat diet (HFD) fed mouse model capable of recapitulating aspects of metabolic syndrome. Specifically, we show that treatment with Policaptil Gel Retard results in improved glucose tolerance and insulin sensitivity, rescue of IGFBP2 levels and decrease of serum triglycerides levels. Moreover, we observed a significant reduction of body weight that was not associated with a reduction in food intake, thus highlighting a wide spectrum of beneficial effects in terms of amelioration of parameters defining metabolic syndrome. Importantly, mice fed a normal diet did not display phenotypes in terms of food intake, weight loss, glucose tolerance, insulin resistance, which argues in favor of its safety. Beneficial metabolic effects of Policaptil Gel Retard were coupled with changes in hepatic gene expression. Previous studies have shown that HFD induces gain of oscillation of transcripts with a peak at ZT12, suggesting that ZT12 is the most relevant circadian time point involved in high-fat feeding-dependent transcriptional response^15,32^. Thus, to explore the effects of Policaptil Gel Retard on HFD induced transcriptional reprogramming, we analyzed liver transcriptome at ZT0 and ZT12. In keeping with previous reports, PPARγ, a TF induced in the liver in obesity^48^, was increased at ZT12 in control mice fed HFD and was identified as one of the top represented transcription factors of genes up-regulated at ZT12 in control mice. Notably, PPARγ pathway activation was blunted in the liver of mice treated with Policaptil Gel Retard, indicating that the positive metabolic outcomes of the tested product can be attributed in part to inhibition of ZT specific activation of specific metabolic pathways.

Since Policaptil Gel Retard is designed to exert its effects locally in the gut, its use may be associated to changes in microbiota composition. Indeed, the gut microbiota has extensive effects on systemic metabolism. Gut microbes have been linked to circadian gene expression alterations in the liver of HFD-fed mice^49,50^. Upon high-fat feeding, hepatic diurnal lipid metabolism is the principal metabolic pathway modulated in a microbiota dependent manner^49^. Interestingly, lipid metabolism is also one of the main pathways altered at ZT12 by Policaptil Gel Retard, suggesting that its effects may be mediated by the gut microbiome. Indeed, Policaptil Gel Retard induced alterations in the gut microbial composition that are consistent with an improved metabolic phenotype. Specifically, major changes involved the relative abundance of Firmicutes, coherent with a decrease in energy harvest capability^8^. Upon HFD feeding the gut microbiome is reshaped in a way that favors the uptake and metabolizing of carbohydrates commonly found in western diets^51,52^ and influences hepatic lipid metabolism. Nevertheless, we show that Policaptil Gel Retard increases the amount of carbohydrates secreted in the feces, thereby adding an additional contribution to that coming from reduced lipid absorption and thus potentially further explaining why hepatic metabolism is modulated by treatment with the tested product. Moreover, a number of recent studies have linked the gut microbiota to other tissues involved in the metabolic response to HFD. In fact, the gut microbiota can promote beiging of white adipose tissue (WAT) and thermogenic activation of brown adipose tissue, resulting in enhanced energy expenditure^53,54^. In the present study, we did not investigate the effects of Policaptil Gel Retard on metabolic tissues other than liver, yet it is possible that it may additionally affect metabolism and physiology in other organs.

Taken together, our study identifies the effectiveness of a non-pharmacological approach such as sequestering, thus reducing bioavailability, of dietary components for both the microbiota and the absorbing epithelia in treating the adverse outcomes of diet-induced obesity on dysfunctions by metabolic syndrome. The beneficial outcome of treatment with the tested product can be attributed to two main contributions: on one hand Policaptil Gel Retard modulates the gut microbiome reducing the abundance of energy harvesting species; on the other it prevents hepatic time dependent rewiring of lipid metabolism (Fig. 5c).

## Methods

### Animals, diets and experimental set-ups

Wild type (WT) male C57Bl6 mice were purchased from Jackson Laboratories. Animals were maintained on a 12 h light/12 h dark cycle with ad libitum access to food. Mice were randomly distributed into two groups: untreated (control) and formulated Policaptil Gel Retard-treated (treated) mice. Formulated Policaptil Gel Retard treatment was performed by administering 200 µl of 20 mg/ml of formulated Policaptil Gel Retard in drinking water by oral gavage using a stomach tube. The product solution was prepared fresh just before each treatment. The dose was determined by adjusting the dose recommended for human adults to the relative weight of a medium mouse. Treatment was performed once a day at ZT11 (just before lights are off). Control mice were administered 200 µl of drinking water by oral gavage. Animal care and use was in accordance with guidelines of the Institutional Animal Care and Use Committee at the University of California at Irvine. In the first experimental set-up, mice were subjected to a normal diet (Harlan, 2020X) or high-fat diet (60% kcal fat, Research Diets, D12492) for two weeks ad libitum and treated with formulated Policaptil Gel Retard or vehicle starting from day 0 and throughout the two weeks of experiment. Food intake was measured by weighing the food every 24 h. In the second experimental set-up, after 4 weeks of HFD, mice were randomized in two groups, without statistically significant difference in weight and fasting glycemia, and received either vehicle or formulated Policaptil Gel Retard for 2 weeks. The Institutional Animal Care and Use Committee of the University of California, Irvine approved all experiments (IACUC protocol # AUP-18–22).

### RNA isolation and quantitative PCR

Total RNA was isolated using TRIzol (Invitrogen). 25 mg of liver from control and formulated PolicaptilGel Retard-treated mice were used for RNA preparation. Frozen tissues were resuspended in 1 ml of TRIzol and homogenized using an automated tissue homogenizer. RNA was extracted following the manufacturer´s protocol. RNA concentration was determined using the Nanodrop.

cDNA was prepared by retrotranscription of 1 μg of total RNA using iScript cDNA synthesis kit (Bio-Rad), following manufacturer´s protocol. qRT-PCR was performed by using the real-time CFX96 detection system (Bio-Rad) in a final volume of 20 μl PCR reaction. 3 μl of cDNA was mixed with the specific primers (0.25 μM) and with 10 μl of iQ SYBR Green Supermix (Bio-Rad). The reactions were performed in triplicates using the following conditions: 3 min at 95 °C, followed by 40 cycles of 30 s at 95 °C and 40 s at 60 °C and a final extension step of 5 min at 60ºC.

qRT-PCR data was analyzed using the ∆∆CT method.

### Oral glucose tolerance test (OGTT) and Insulin tolerance test (ITT)

Mice were fasted for 6 h and received glucose (1 g/kg body weight) via oral gavage and insulin (1 U/kg body weight) by intra-peritoneal injection. Blood glucose level was measured using Contour glucose meter (Bayer) prior to injection and 15, 30, 60 and 120 min after glucose or insulin administration.

### Serum biochemistry

For serum collection, blood was left at room temperature for 30 min. Blood clots were then removed by centrifugation at 1,000 *g* for 10 min in a refrigerated centrifuge. The supernatant was collected and IGFBP2 ELISA (Abcam ab207615), Triglyceride assay (Cell Biolabs STA-396) were carried out on samples according to the manufacture’s protocol. Absorbance was measured with Synergy H4 instrument (Biotek).

### Liver measurements

Hepatic lipids were extracted using the Lipid Extraction kit (Cell Biolabs STA-612). Extracted lipids were air dried, resuspended in butanol, and triglycerides were quantified using a Triglyceride quantification kit (Cell Biolabs STA-396) according to the manufacture’s protocol. Hepatic glycogen quantification was measured using the Glycogen Assay Kit (Cell Biolabs STA-5022) according to the manufacture’s protocol.

### Fecal measurements

Fresh fecal pellets were collected and weighed. Fecal lipids were extracted using a Lipid Extraction Kit (Cell Biolabs STA-162). Extracted lipids were air dried, resuspended in butanol, and quantified using a Lipid Quantification Kit for neutral lipids (Cell BiolabsSTA-617). Fecal carbohydrates were quantified using a Total Carbohydrate Assay Kit (Abcam, ab155891) according to the manufacture’s protocol.

### RNA sequencing

RNA sequencing was performed at the UCI Genomics High throughput Facility (https://ghtf.biochem.uci.edu) as previously described following ENCODE guidelines^55^. Total RNA was extracted from liver using Trizol reagent (Gibco BRL Life Technologies, Rockville, MD) and RNA was cleaned with Qiagen RNeasy kit (Qiagen, Chatsworth, CA). Total RNA was monitored for quality control using the Agilent Bioanalyzer Nano RNA chip and Nanodrop absorbance ratios for 260/280 nm and 260/230 nm. Library construction was performed according to the IlluminaTruSeq mRNA stranded protocol. The input quantity for total RNA was 0.75 μg and mRNA was enriched using oligo dT magnetic beads. The enriched mRNA was chemically fragmented for four minutes. First strand synthesis used random primers and reverse transcriptase to make cDNA. After second strand synthesis the ds cDNA was cleaned using AMPure XP beads and the cDNA was end repaired and then the 3′ ends were adenylated. Illumina barcoded adapters were ligated on the ends and the adapter ligated fragments were enriched by nine cycles of PCR. The resulting libraries were validated by qPCR and sized by Agilent Bioanalyzer DNA high sensitivity chip. The concentrations for the libraries were normalized and then multiplexed together. The concentration used for clustering the flowcell was 200 pM. The multiplexed libraries were sequenced on eight lanes using single end 100 cycles chemistry for the HiSeq 4,000. The version of HiSeq control software was HCS 3.3.76 with real time analysis software, RTA.

### Alignment and expression normalization

Sequencing data for 72 samples in FastQ format was produced using post-processing from Illumina software CASAVA 1.8.2 by the Genomics High-Throughput Facility at the University of California, Irvine. Reads failing Illumina's standard quality tests were not included in these FastQ files. The sequencing reads from each sample in the experiment were separately aligned to the reference genome mm10 and corresponding known splice junctions extracted from the UCSC Genome Browser (https://genome.ucsc.edu/) ^56,57^ using the short-read aligner ELAND v2e (Illumina). Reads aligned with a non-unique best match or with two or more mismatches with the reference sequences were discarded from the analyses. The remaining uniquely aligned reads were used to estimate relative transcript abundance for further analysis. Reads per Kilobase of transcript per Million mapped reads (RPKM) were used to quantify the relative abundance of each transcript in a sample and to perform gene expression analyses.

### 16S rRNA sequencing

Gene targeted sequencing was performed on feces collected at ZT12 from mice fed ad libitum treated or not with formulated Policaptil Gel Retard for 11 consecutive days. Fecal DNA was extracted using the QIAamp DNA stool Mini Kit (QIAGEN). Sequencing was carried out with the ZymoBIOMICS Service (Zymo Research, Irvine, CA) as previously described^49^. Briefly, The the v3-4 region of the 16S rRNA gene was amplified with the general bacterial 16S primers 341f (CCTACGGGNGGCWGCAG) and 805r (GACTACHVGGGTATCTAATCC) and sequencing library was prepared by following a published protocol^58^. The amplicon libraries were cleaned up with Zymo’s Select-a-Size DNA Clean & Concentrator (> 200 fragments were kept), quantified, normalized and sequenced on IlluminaMiSeq with v2 reagent kit (500 cycles). Raw sequence reads were trimmed with Trimmomatic-0.33^59^. The two paired-end reads in each pair were assembled to construct a complete amplicon sequence with SeqPrep (https://github.com/jstjohn/SeqPrep). Chimeric amplicon sequences were identified and removed with Usearch (v. 6.1) in ref mode against a curated database (https://drive5.com/uchime/rdp_gold.fa). Amplicon sequences smaller than 320 bp were removed. For each sample, 50,000 sequences were randomly sampled to reduce potential bias caused by uneven sampling. Data was analyzed with Qiime 1.8.0. and the GreenGene database (gg_13_8) as reference database. Singleton OTUs were removed. Taxa significantly different among groups were identified by LEfSe^60^ with default settings (p > 0.05 and LDA effect size > 2).

### Tested medical device

Formulated PolicaptilGel Retard tablet 725 mg^20^ is a natural molecular complex of functional constituents from medicinal plants and natural substances, selected on the basis of the emerging behavior they acquire once pooled in order to generate a final system of molecules, capable of displaying enhanced water binding (WBC) and swelling capacity (SC). Functional components are plant extracts suitably processed such as to concentrate the categories of desired substances that fall into the class of dietary fibers and mucilage: cellulose (26.36%, total fibers ≥ 90%) and cellulose originated from Opuntia ficusindica (23.25%, total fibers ≥ 35%); Glucomannan originated from Amorphophallus konjac (35.64%, total fibers ≥ 80%); inulin from Cichorium intybus (10.07%, Fructooligosaccharides ≥ 30% ); mucilage originated from Althaea officinalis (0.66%, total fibers ≥ 7%), Linum usitatissimum (0.66%, total fibers ≥ 25%) and Tilia flowers and bracts (0.66%, total fibers ≥ 10%). It also contains essential oil of sweet orange (0.2%), essential oil of lemon (0.1%) and natural orange flavor (2.2%).

### Data processing and statistical analyses

Data was processed using Microsoft Excel software. Statistical analyses were performed using GraphPad PRISM V. 6.01. Statistical significance was determined by two tailed t-test for two groups and two-way ANOVA for repeated measurements*.* Power analysis on a pilot study was utilized to determine sample size. In silico modelling linking collected data to predicted biological consequences was generated through the use of IPA (QIAGEN Inc.https://www.qiagenbioinformatics.com/products/ingenuity-pathway-analysis) ^61^.

## Supplementary information

Supplementary information

Supplementary data

## Data Availability

The data that support the findings of this study are available upon request from the corresponding author. The RNA-seq data have been deposited in the Gene Expression Omnibus (GEO) with the accession number GSE137456.

# Supplementary material for: A non-pharmacological therapeutic approach in the gut triggers distal metabolic rewiring capable of ameliorating diet-induced dysfunctions encompassed by metabolic syndrome
**Source:** Sci Rep. 2020 Jul 31;10:12915. doi: 10.1038/s41598-020-69469-y
**Supplement:** Supplementary file 1 — Supplementary information

**A non-pharmacological therapeutic approach in the gut triggers distal metabolic rewiring capable of ameliorating diet-induced dysfunctions encompassed by metabolic syndrome.**

Carolina Magdalen Greco^1^, Stefano Garetto^2^, Emilie Montellier^1^, Yu Liu^3^, Siwei Chen^3^, Pierre Baldi^3^, Paolo Sassone-Corsi^1*^ and Jacopo Lucci^2*^

Figure S1

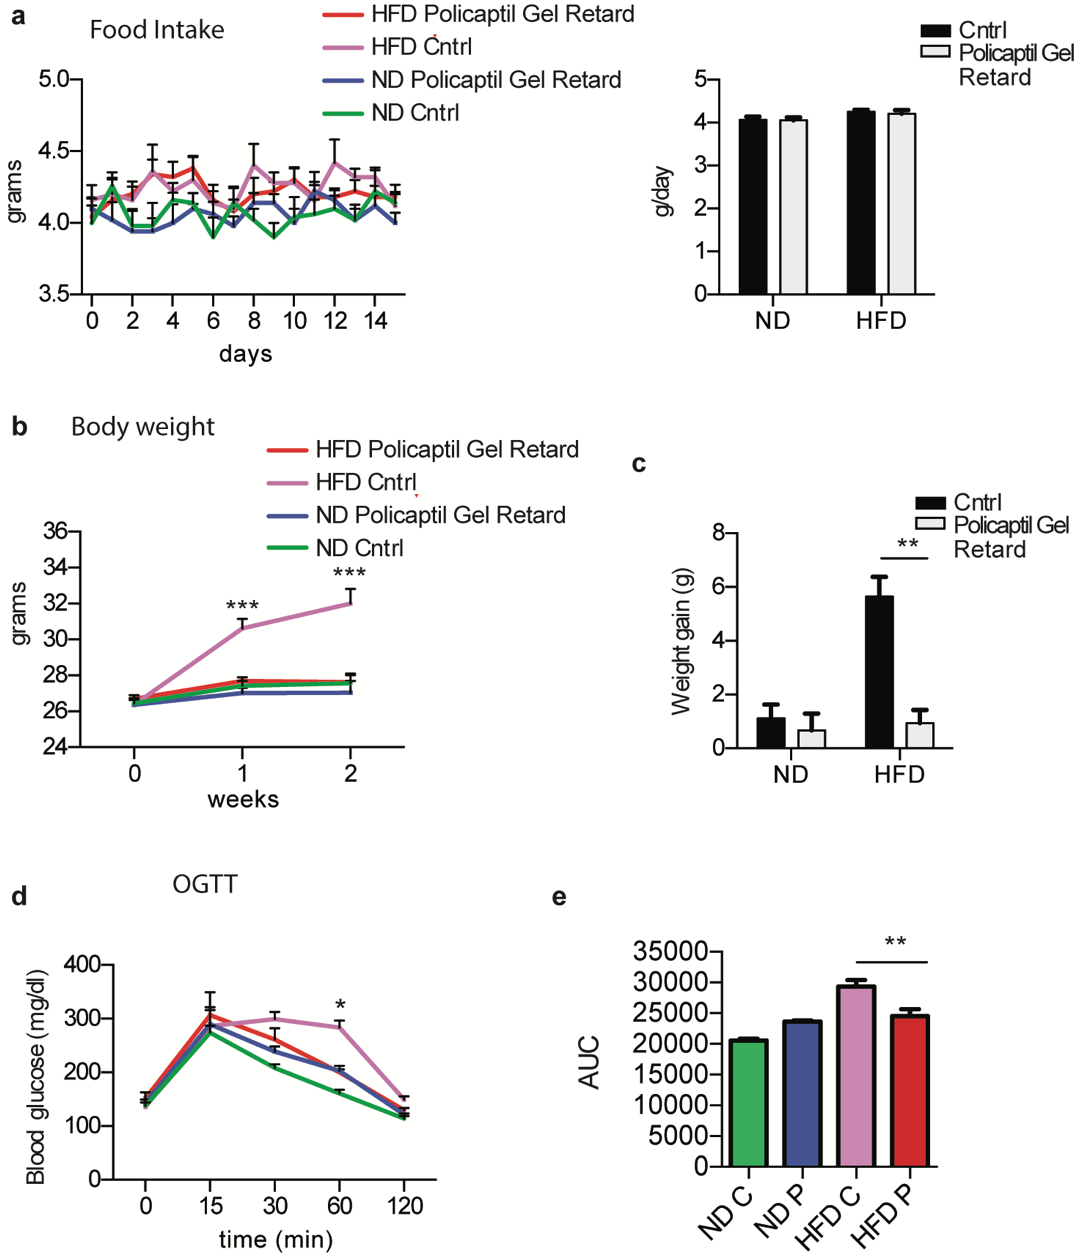

**Supplementary Figure 1: a-left** Daily food consumption of mice treated with vehicle or with Policaptil Gel Retard (mean ± s.e.m, n=5). **a-right** Graph of average food intake of mice treated with vehicle or with Policaptil Gel Retard (mean ± s.e.m, n=5). **b** Body weight of mice fed either ND or HFD and treated with vehicle (ND Cntrl/ HFD Cntrl) or Policaptil Gel Retard (ND Policaptil Gel Retard / HFD Policaptil Gel Retard) for 2 weeks (mean ± s.e.m, n=10; ***p<0.001; ANOVA, Bonferroni post hoc). **c** Graph of grams of weight gained throughout the study (mean ± s.e.m, n=10; **p<0.01; ANOVA, Bonferroni post hoc). **d** Oral glucose tolerance test (OGTT) in mice treated with vehicle or with Policaptil Gel Retard (mean ± s.e.m, n=5; *p<0.05; ANOVA, Bonferroni post hoc). **e** Area under the curve (AUC) (mean ± s.e.m, n=5; **p<0.01; ANOVA, Bonferroni post hoc).

Figure S2

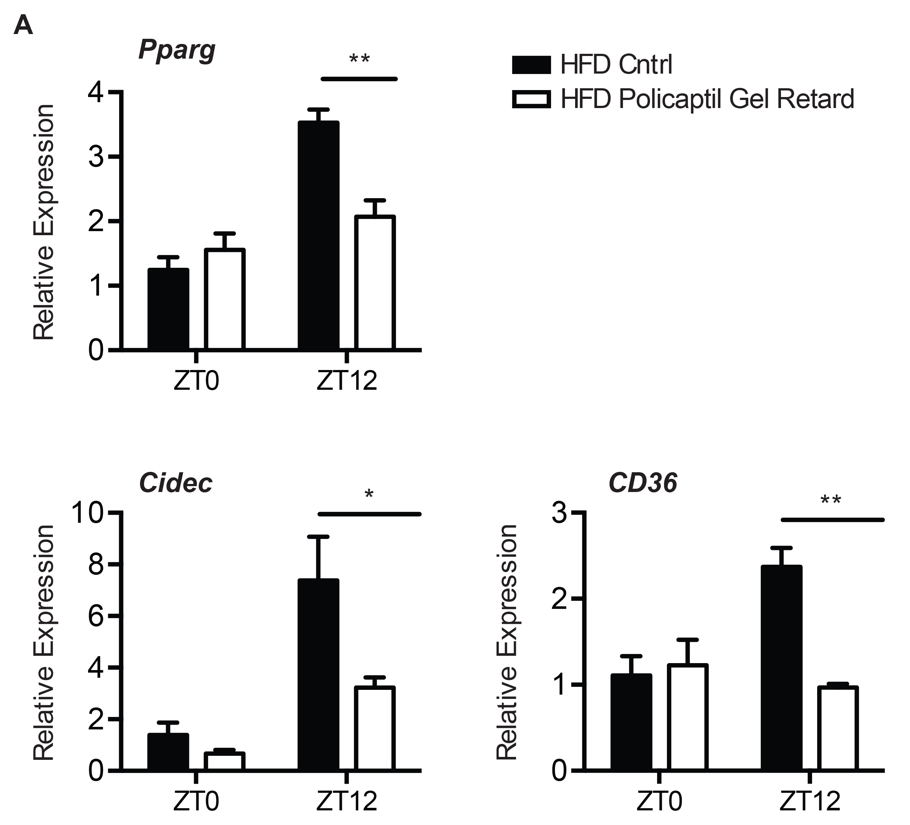

**Supplementary Figure 2: a** Hepatic gene expression of *Pparg* and its target genes *Cidec* and *CD36* in response to HFD and Policaptil Gel Retard treatment (mean ± s.e.m, n=5; *p<0.05, **p<0.01 ; ANOVA, Holm-Sidak post hoc).

**
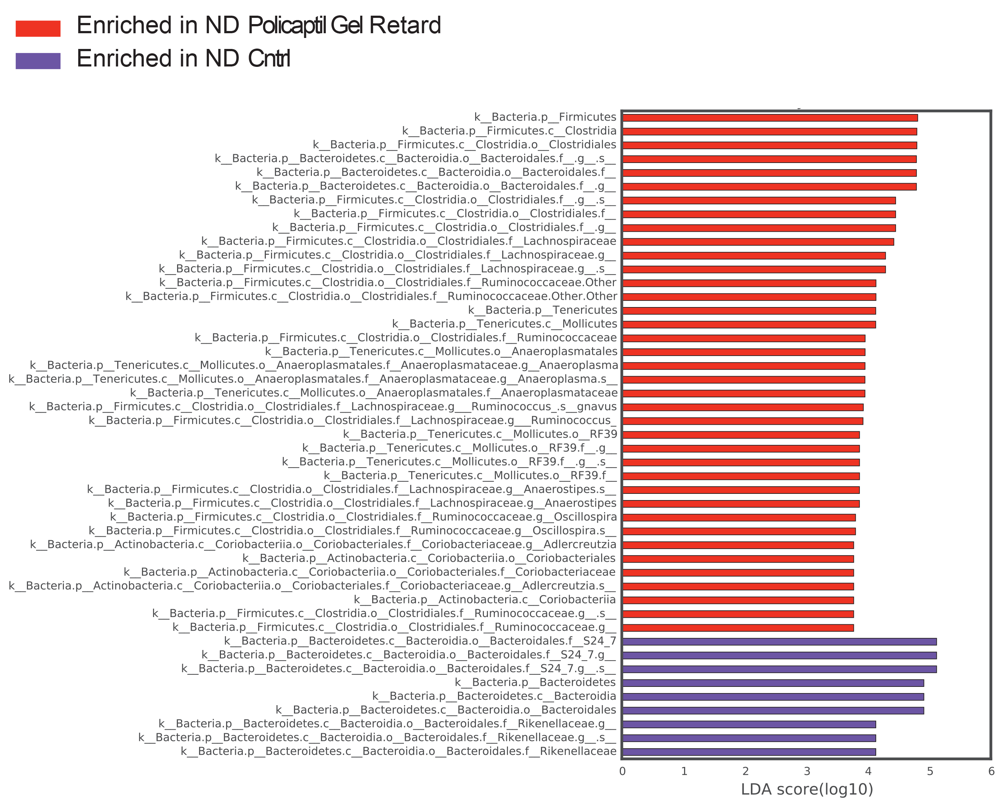
**

**Supplementary Figure 3:** LEfSe analysis showing differentially abundant microbiota from ND cntrl and ND Policaptil Gel Retard .

**Supplementary Table 1:** Comparison between experimental and theoretical WBC and SC of Policaptil Gel Retard (Composition B as of patent nr. EP1679009A1) and its individual components. Theoretical WBC contribution, corresponds to WBC normalized to relative weight of the individual ingredients within Policaptil Gel Retard composition. The data indicates the presence of enhanced WBC and SC values in the final formulation, due to the presence of synergistic effects occurring among individual components.

How the deposited data were processed for this re-analysis (not part of the article)

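Liver RNA of 12 mice on HFD was measured by RNA-seq, with 3 mice in each of 4 groups (vehicle or Policaptil Gel Retard, ZT0 or ZT12). The samples of each group were assigned from the labels of the study. The authors aligned single-end reads to mm10 and UCSC splice junctions, kept uniquely aligned reads, and deposited 1 table of FPKM values per gene and sample, a unit that the methods call RPKM. No counts, read totals or p-values were used here. The table has 24138 lines. For the 289 that repeat a symbol, the line with the highest mean was kept, which left 23849 symbols, 6783 of them at 0 in all samples. Of the 9806 symbols tested, 185 name several genes at once and 9273 have coordinates in GENCODE vM21, whose build is the authors' mm10. Transcript length and GC content were available for 94.8% of the genes tested. Small RNAs (64 microRNA and small nucleolar RNA symbols tested) are poorly caught by mRNA libraries, and their values are uncertain.

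The values were analysed as log2(FPKM + 1), for genes with a mean of at least 1 FPKM over the 12 samples. Comparisons used limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a mean-variance trend), two-sided, with p under 0.05 as in the paper and with Benjamini-Hochberg adjusted p under 0.05. ZT12 was compared with ZT0 within each treatment, and the tested product with vehicle within each time, each in a fit of the 6 samples compared. The interaction of time and treatment and the treatment effect over both times were fitted on the 12 samples. Gene lists written by hand were tested with limma's camera (correlation between genes 0.01) where at least 5 of their genes were tested, with adjustment over 15 lists and 6 comparisons. The share of the lists among genes with p under 0.05 was tested with Fisher's exact test, one-sided, against the genes tested. The lists were acute-phase (18 genes), amino acid and arginine (13), cholesterol synthesis (21), evening clock (8), epoxygenase (27), fatty acid synthesis (16), glucocorticoid response (14), heat response (10), innate immune (21), insulin and glucose (20), the genes of Fig. 3d (8), PPARα fat oxidation (19) and PPARγ lipid storage (17), and markers of hepatocytes (7) and macrophages (9). Shorter sets after filtering, the morning clock genes (5) and markers of fat (6), blood (5) and pancreas (11), were only counted by direction. The comparisons with their tests, these lists and all alternatives but 1 were set before the data were examined. Exact tests of list medians, other splits of the samples, the simulation of equal changes and a list of muscle genes were added later. Some genes are in more than 1 list: Per1, Tat, Fgb, Igfbp2, Cidec, Cd36, Mogat1, Srebf1 and Fasn.

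Genes named in the text are those the paper names from the liver RNA, genes of the lists, and genes chosen by rank. The latter are the 5 highest and 5 lowest log2 fold changes of each treatment comparison among genes with p under 0.05 whose groups did not overlap, the 5 highest and 5 lowest mean changes over time among genes with adjusted p under 0.05 in both treatments, and the 5 smallest p of the interaction and of the treatment effect over both times. Exact permutation tests of single genes and of list medians used all arrangements of the labels, 20 for 3 mice against 3 and 400 within each time. For the interaction their null hypothesis is no treatment effect at either time, not equal effects at both.

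The alternatives were a pseudocount of 0.1, no minimum FPKM, a minimum mean of 5 FPKM, limma without the trend, median-ratio scaling of the libraries, quantile normalization, a fit over all 12 samples, the replicate number as a block, a version of Cyber-T (window 101 genes, prior weight 10) on log2(FPKM + 1) and on FPKM, a minimum absolute log2 fold change of 0.5, calls in 1 group that also pass the interaction test, fry in place of camera, and each library left out in turn. Removal of the trend of each library on GC content and transcript length was added after seeing the data. Other splits of the samples into groups were drawn with seed 7, up to 100 per comparison. Equal changes in both treatments were simulated in 100 draws with seed 11, by adding whole residual profiles of resampled libraries to a common change.

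The depth of the libraries is known only relative to each other, from the most common log2 ratio between libraries among genes with a mean under 0.1 FPKM, where single reads set the values. The highest was 1.84 times the lowest. Without counts, no counting error can be given for a gene, and the spread of the 3 mice per group sets the precision. The calculations were tested on simulated data: of 200 genes changed by known amounts at ZT0, 99.5% had p under 0.05 in the right direction and 93.5% an adjusted p under 0.05, while 5.07% of 9606 unchanged genes had p under 0.05. The percentages of changed genes hold only for the sizes of change simulated, and do not tell how many smaller changes would be found. Of 200 unchanged simulated lists, 4% had p under 0.05 in camera and 6% in fry. These shares hold for the simulated data and do not show how often real lists pass. In other splits of the mice, a median of 7 of 15 lists had a camera p under 0.05 for the treatment at ZT0. The median was 6 at ZT12, for the interaction and over both times. The real splits gave 8 at ZT0, 9 at ZT12, 9 for the interaction and 10 over both times. A camera p under 0.05 alone therefore does not set the treatment apart from other differences between mice. Tables were handled with pandas 2.3.3 and numpy 2.4.6 in Python 3.11.15, and plots drawn with matplotlib 3.10.9. The gene ontology, ChEA, ENCODE and IPA libraries of the paper were not used here, and the RT-qPCR, serum and tissue measurements were not analysed here.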

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

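In this part, the limma, camera and fry tests, the scalings and the fits with a library left out had been set before the data were examined. Their use to explain patterns was chosen after the results were seen, except for scaling on the acute-phase, glucocorticoid response and amino acid lists. The other tests in this part were chosen only after the results were seen.

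Acute-phase genes, which the paper does not discuss, were lower with Policaptil Gel Retard. At ZT0 all 18 genes of the list were lower, with a median log2 fold change of −0.75 (camera adjusted p = 3.72e-15, fry adjusted p = 0.0455; 9.26e-18 to 0.0455 over the alternatives). The medians of the 3 treated mice were below those of the 3 controls. Adjusted over the list alone 13 genes passed, and 0 over all genes tested, where 13 had p under 0.05. Over both times the median was −0.53 (camera adjusted p = 1.37e-11, fry adjusted p = 0.0455; 2.84e-18 to 0.0455 over the alternatives). At ZT12 alone it was −0.40 (fry adjusted p = 0.534). The interaction had a median of 0.26, with 15 of 18 genes in this direction. Its camera adjusted p was 0.000418, its fry adjusted p 0.410 and its exact permutation p 0.575 (two-sided). That permutation assumes no treatment effect at either time, so with an effect over both times it cannot decide whether the times differ. Camera and fry gave different answers to this question. The tables argue against a technical cause in the scaling (median at ZT0 of −0.73 under the scaling that left it nearest to 0), in GC content or transcript length (−0.74) and in a single mouse (−0.59 in the fit nearest to 0). Fewer macrophages in the treated livers stay open. Macrophage markers were lower at ZT0 too (median −0.48, camera adjusted p = 0.000115, fry adjusted p = 0.366), with 7 of 8 lower. Of the 18 genes, 12 fell by more than C1qb, which fell most among these markers (by 0.56), but hepatocytes make acute-phase proteins in response to signals from macrophages, so this count does not decide. Of the list, Saa1 and Saa2, and Orm1 to Orm3, are near-identical copies, and Fgb is also a hepatocyte marker. It stays open whether Policaptil Gel Retard or a difference in inflammation between mice that the treatment did not cause lies behind the pattern. Permuting treatments within each time gave an exact permutation p = 0.015 (two-sided) for the median over both times, and 0.1125 after adjustment over the lists, but this adjustment decides nothing, because even a single list at the smallest p possible, 0.005, would reach only 0.075. The treatment and such a difference between mice thus cannot be told apart by this test.

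Slc39a4 and Serpina10 passed the adjustment over all genes for the treatment over both times, and the paper does not discuss either. Slc39a4 was higher by 0.62 and Serpina10 had a log2 fold change of −0.48, each in 6 of 6 treated mice compared with every control. The scaling would have to take away most of these changes to be their cause, but they were 0.64 and −0.45 under the scaling nearest to 0. After removal of the trends on GC content and length they were 0.61 and −0.44. The adjusted p was over 0.05 in several alternatives and in most fits without a single library, ranging from 0.0104 to 0.193 for Slc39a4 and from 0.0337 to 0.198 for Serpina10. Splits of the 12 mice that ignore the treatment gave at least 2 genes past the adjustment in 3 of 100, the real split included. An effect of the treatment remains a hypothesis, found and tested on the same mice.

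Most of the skeletal muscle genes looked at were higher in 1 library than in the other 11. Acta1 had 16.4 FPKM in Policaptil ZT12 replicate 3 and is listed at 0 in the other 11 libraries, and Ckm had 10.4 and Tnnt3 10.3 FPKM there against 0 in the others. Of 16 further muscle genes, listed before their values were looked at, 15 were highest in this library, where 1.33 would be by chance. A candidate explanation is muscle tissue, perhaps diaphragm, carried over into this liver sample. Eno3 and Mylpf were also present in the other libraries (medians of 4.68 and 1.18 FPKM), and Des was higher in another library (2.32 against 1.35 FPKM). Of the 21 muscle genes in all, 4 were among the genes tested. No biological explanation was tested.

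The effect of Policaptil Gel Retard on glucocorticoid response genes differed between ZT0 and ZT12, with a median interaction of 0.91 (camera adjusted p = 0.000258, fry adjusted p = 0.203; 5.52e-07 to 0.203 over the alternatives) and 12 of 14 genes in this direction. Of these, 4 genes passed when adjusted over the list alone, and 0 over all genes, where 5 had p under 0.05. In the treated mice the list was lower at ZT0 (−0.96, −0.64 and −0.66 against −0.63, 0.00 and −0.14 in the controls) and higher at ZT12. Amino acid and arginine genes, which share Tat with them, also differed, by 0.49 (camera adjusted p = 1.76e-05, fry adjusted p = 0.192; 1.35e-07 to 0.192 over the alternatives) in 12 of 13 genes. Here 3 passed adjusted over the list alone, and 0 over all genes, where 5 had p under 0.05. The tables argue against the scaling as the cause (0.90 and 0.41 under the scaling nearest to 0), against GC content and length (0.89 and 0.46) and against a single library. The values nearest to 0 with 1 library left out were 0.50 for the glucocorticoid genes and 0.37 for the amino acid genes, each without vehicle ZT12 replicate 1. Chance among the lists tested stays open, since the exact permutation p of 0.035 and 0.03 (two-sided) became 0.2625 for each after adjustment over the lists, where a single list could not pass 0.05 whatever its effect. Whether the gavage just before ZT12 acted on stress hormones differently in the groups was not tested.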

How the results depend on the processing

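Most results kept their direction and their side of the threshold, counting those called neither in the main setting nor in the alternative. Shares of lists have no direction to reverse, and named genes were judged by p before adjustment. Of the 44 camera calls of lists, 38 were lost under fry. Over all alternatives, of 536 gene counts 439 stayed within 1.5 times the reported count, and of 1620 values of gene lists 1371 were the same, 126 weaker, 54 stronger and 69 reversed. Of 525 shares of lists 506 were the same, 14 weaker and 5 stronger. Of 1993 values of named genes 1909 were the same, 51 weaker, 17 stronger and 16 reversed. Of 108 counts of lists 7 moved. Limma without the trend was not applied to the shares of lists, and changed none of the other results. Unless the construction of an alternative shows it, the cause of a change was not tested.

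Without the minimum FPKM more genes were tested. The genes with adjusted p under 0.05 between ZT12 and ZT0 became 515 with vehicle (from 1020) and 639 with Policaptil Gel Retard (from 1212). At p under 0.05, 616 genes were higher with the tested product at ZT0 (from 335), 510 higher and 629 lower at ZT12 (from 301 and 360), 588 higher over both times (from 375), and 515 had a lower interaction (from 275). Over both times 1 gene passed the adjustment in place of 2. Genes called in a single group became 845 higher and 966 lower with vehicle (from 557 and 584) and 1111 lower with the tested product (from 625). Between ZT12 and ZT0 with the tested product, insulin and glucose genes passed (0.21, adjusted p 0.0254), PPARγ genes no longer did (0.47, adjusted p 0.0675), the genes of Fig. 3d became −0.017 and macrophage markers 0.0061. At ZT12 the genes of Fig. 3d became −0.13, now with Cidea. These genes go in both directions, so the sign of their median follows its middle genes and is not an effect of the list. The share of insulin and glucose genes among those called with the tested product only passed (adjusted p 0.00516), and that of glucocorticoid response genes at ZT12 did not (0.232).

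With a minimum of 5 FPKM fewer genes were tested. Lower genes at ZT12 became 831 with vehicle and 786 with the tested product (from 1277 and 1318), and those lower in a single group 360 and 315. The treatment gave 216 higher and 358 lower genes at ZT0 (from 335 and 570), 224 lower at ZT12 (from 360), 392 lower over both times (from 616), 161 with a lower interaction, and 14 shared higher genes (from 23). The PPARγ list was no longer past the threshold over time with vehicle (0.59, adjusted p 0.143; 0.00997 to 0.154 over its alternatives) or the tested product (0.52, adjusted p 0.152; 0.00326 to 0.280), and insulin and glucose genes were with the tested product (0.43, adjusted p 0.00906; 0.00906 to 0.209). The genes of Fig. 3d became −0.017 over time with the tested product, cholesterol synthesis 0.0018 and macrophage markers 0.0015 at ZT12, and the interaction of insulin and glucose genes 0.019. The share of PPARα genes with vehicle only had an adjusted p of 0.0917.

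With median-ratio scaling, 0 genes passed the adjustment over both times, 38 higher and 15 lower genes were shared (from 23 and 28), and acute-phase genes over time with vehicle became −0.00039. With quantile normalization, 0 genes passed over both times, 35 shared genes were higher, acute-phase genes over time with vehicle became −0.11, hepatocyte markers at ZT12 became −0.062, and the PPARα share with vehicle only had an adjusted p of 0.323. The balance of higher and lower genes for the treatment followed the scaling. At ZT0 it was 335 and 570 as deposited, 431 and 429 with median-ratio scaling, 447 and 469 with quantile normalization, and 443 and 491 with the trends on GC content and length removed. At ZT12 it was, in the same order, 301 and 360, 366 and 327, 323 and 346, and 340 and 307. Over both times it was 375 and 616, 535 and 430, 498 and 490, and 502 and 517. The deposited values of most genes therefore cannot show which direction prevailed. Removing the trends on GC content and length, an alternative chosen after seeing the data, left 0 genes past the adjustment over both times and the epoxygenase genes at ZT12 at 0.014.

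In a single fit over all 12 samples, 1539 genes passed the adjustment over time with vehicle, 0 passed for the treatment over both times, 45 lower genes were shared (from 28), and the PPARγ list over time with the tested product had 0.52 with an adjusted p of 0.0720. Cyber-T on log2(FPKM + 1) gave 69 genes past the adjustment at ZT0, 23 at ZT12 and 48 shared higher genes. Cyber-T on FPKM without logarithm gave 57, 16 and 51. With the tested product against vehicle limma gave 0 at each time, where 905 and 661 genes had p under 0.05. With pseudocount 0.1, the interaction became −0.023 for evening clock genes, 0.086 for the genes of Fig. 3d, 0.022 for the PPARγ list and −0.0044 for Clock.

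A minimum absolute log2 fold change of 0.5 by construction lowered every count. Over time it left 547 higher and 465 lower genes with vehicle and 547 and 475 with the tested product. The treatment gave 77 higher and 122 lower genes at ZT0, 49 and 36 at ZT12, and 26 and 27 over both times, so that the higher genes were the more numerous at ZT12. The interaction gave 142 and 128. Called in both groups were 316 higher and 232 lower genes, with vehicle only 231 and 233, with the tested product only 231 and 243, and shared between the times 2 higher and 4 lower genes. Genes called over time in a single group that also pass the interaction test were 106 with vehicle and 127 with the tested product, in place of 557 and 691.

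Under fry the lists with adjusted p under 0.05 fell from 6 to 2 over time with vehicle, from 6 to 2 with the tested product, from 6 to 1 at ZT0, from 8 to 0 at ZT12, from 9 to 0 for the interaction and from 9 to 1 over both times. The PPARγ list was not past the threshold over time with vehicle (0.59, adjusted p 0.154), with the tested product (0.52, adjusted p 0.280) or for the treatment at ZT12 (−0.27, adjusted p 0.355), nor were glucocorticoid response genes at ZT12 (0.40, adjusted p 0.421). Camera and fry also test different null hypotheses, and which of their differences lowered the calls was not tested.

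Replicate numbers are shared between the groups but do not pair the mice. Of 18 same-numbered pairs of samples 4 had a correlation of their deviations over 0.1, the correlations ran from −0.279 to 0.341, and their mean was −0.0313 against 0.0155 for pairs with other numbers. With the replicate block, 279 genes passed the adjustment over time with vehicle and 709 with the tested product, 2 passed for the treatment at ZT0 (0 without the block), and 0 over both times.

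With each library left out in turn, groups of 3 and 2 mice remained. Genes past the adjustment over time ranged from 226 (without vehicle ZT12 replicate 2) to 869 with vehicle, and from 535 (without Policaptil ZT12 replicate 2) to 1014 with the tested product. For the treatment they ranged from 0 to 7 at ZT0 (7 without Policaptil ZT0 replicate 2), from 0 to 1 at ZT12 (1 without vehicle ZT12 replicate 3) and from 0 to 1 over both times (1 without Policaptil ZT0 replicate 1), and for the interaction from 0 to 1. At p under 0.05, the treatment gave from 186 to 469 higher and from 339 to 719 lower genes at ZT0, the fewest of each without Policaptil ZT0 replicate 3. Without Policaptil ZT0 replicate 2 the balance at ZT0 was 370 higher and 394 lower. At ZT12 lower genes ranged from 255 to 542, the most without Policaptil ZT12 replicate 3, the library with more RNA of muscle genes. Genes called with vehicle only ranged from 342 to 721 higher and from 386 to 723 lower, the fewest without vehicle ZT12 replicate 3. Shared genes ranged from 15 (without Policaptil ZT0 replicate 3) to 36 (without Policaptil ZT0 replicate 2) higher and from 16 (without Policaptil ZT0 replicate 3) to 40 lower. Lists past the adjustment over both times ranged from 5 (without vehicle ZT12 replicate 1) to 10.

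Medians of lists near 0 changed sign with single libraries. Over time with vehicle the ranges were −0.23 (without vehicle ZT12 replicate 3) to 0.28 for acute-phase genes, −0.19 to 0.070 (without vehicle ZT12 replicate 1) for amino acid genes, and −0.12 (without vehicle ZT0 replicate 2) to 0.57 for fatty acid synthesis. With the tested product they were −0.21 to 0.022 (without Policaptil ZT0 replicate 1) for innate immune genes, −0.22 to 0.13 (without Policaptil ZT0 replicate 1) for macrophage markers, and −0.070 (without Policaptil ZT12 replicate 3) to 0.35 for the genes of Fig. 3d. For the treatment at ZT0 they were −0.18 to 0.37 for fatty acid synthesis and −0.14 to 0.47 for the genes of Fig. 3d, both lowest without vehicle ZT0 replicate 2. They were −0.021 (without Policaptil ZT0 replicate 1) to 0.17 for innate immune genes, −0.075 (without vehicle ZT0 replicate 3) to 0.36 for evening clock genes, −0.013 (without Policaptil ZT0 replicate 2) to 0.091 for insulin and glucose genes and −0.038 (without Policaptil ZT0 replicate 3) to 0.074 for hepatocyte markers. At ZT12 they were −0.012 (without Policaptil ZT12 replicate 1) to 0.078 for hepatocyte markers, −0.40 to 0.25 (without vehicle ZT12 replicate 1) for macrophage markers, and −0.098 to 0.034 (without vehicle ZT12 replicate 3) for epoxygenase genes. Without Policaptil ZT12 replicate 3 lay the extremes of −0.26 to 0.28 for cholesterol synthesis (the highest), −0.10 to 0.32 for heat response genes and −0.027 to 0.21 for insulin and glucose genes (the lowest).

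Over both times the ranges were −0.025 (without vehicle ZT12 replicate 2) to 0.14 for glucocorticoid response genes, −0.086 to 0.012 (without vehicle ZT12 replicate 1) for innate immune genes, −0.0065 (without Policaptil ZT0 replicate 3) to 0.061 for hepatocyte markers and −0.0098 (without Policaptil ZT12 replicate 3) to 0.092 for insulin and glucose genes. For the interaction they were −0.011 (without vehicle ZT0 replicate 1) to 0.41 for evening clock genes, −0.063 to 0.046 (without Policaptil ZT12 replicate 2) for insulin and glucose genes, −0.34 to 0.055 (without vehicle ZT0 replicate 3) for the genes of Fig. 3d, −0.19 to 0.072 (without Policaptil ZT12 replicate 1) for the PPARγ list and −0.49 to 0.12 (without Policaptil ZT12 replicate 3) for cholesterol synthesis. The PPARγ list kept its sign over time, from 0.40 to 0.71 with vehicle (lowest without vehicle ZT0 replicate 3) and from 0.44 to 0.64 with the tested product (lowest without Policaptil ZT0 replicate 3), and for the treatment at ZT12, from −0.40 to −0.23, but not always its call. Insulin and glucose genes over time with the tested product ranged from 0.19 to 0.32 and passed without Policaptil ZT12 replicate 2.

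Of the genes named, the interaction of Cidec ranged from −0.36 to 0.072 (without Policaptil ZT12 replicate 1) and that of Clock from −0.053 (without vehicle ZT0 replicate 2) to 0.10. The change over time of Tat with vehicle ranged from −0.48 to 0.11 (without vehicle ZT12 replicate 1), and with the tested product that of Cd36 from −0.093 (without Policaptil ZT0 replicate 3) to 0.35 and that of Pparg from −0.11 (without Policaptil ZT12 replicate 2) to 0.24. The treatment effect at ZT12 ranged from −1.35 to 0.35 in Saa1 and from −2.41 to 0.012 in Saa2, both highest without Policaptil ZT12 replicate 3.

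The depth limits what can be said of genes near the minimum of 1 FPKM. The absolute depth is unknown, and the deepest library had 1.84 times the depth of the shallowest, so a value of 0 in Policaptil ZT12 replicate 2 excludes less than in vehicle ZT12 replicate 2. Genes under the minimum were tested only in the alternative without it.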

Differences from the paper's values

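Counts of genes at p under 0.05 differed from the paper's in 8 cases. Genes higher at ZT12 in both groups were 851 against the paper's 507. The alternatives that came within 1.5 times the paper's value were a minimum of 5 FPKM (677), the replicate block (748), and the fits without vehicle ZT0 replicate 3 (692), vehicle ZT12 replicate 2 (687), vehicle ZT12 replicate 3 (689), Policaptil ZT0 replicate 1 (725), Policaptil ZT0 replicate 2 (740), Policaptil ZT12 replicate 2 (752) and Policaptil ZT12 replicate 3 (687). The others did not. Genes higher at ZT12 with Policaptil Gel Retard only were 691 against the paper's 412. A minimum of 5 FPKM (496), a single fit over all 12 samples (607), Cyber-T on FPKM without logarithm (616), and the fits without Policaptil ZT0 replicate 1 (606), Policaptil ZT0 replicate 2 (568), Policaptil ZT0 replicate 3 (561), Policaptil ZT12 replicate 2 (534) and Policaptil ZT12 replicate 3 (571) came within 1.5 times, and the others did not. With vehicle only, 557 genes against the paper's 420 lay within 1.5 times.

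The volcano plots of Fig. 3b are titled Cntrl/Policaptil Gel Retard, which leaves their sign open, so the directions below follow the paper's text. At ZT0, 570 genes were lower against the paper's 56, and 335 higher against the paper's 9. None of the alternatives closed either gap. At ZT12, 360 genes were lower against the paper's 114, and none of the alternatives closed the gap. There 301 were higher against the paper's 59, and only the minimum absolute log2 fold change of 0.5 closed the gap, with 49 genes. Genes lower at both times were 28 against the paper's value of about 3 in Fig. 3a, read by eye, and the same minimum gave 4, while the other alternatives did not close the gap. Genes higher at both times of day were 23 against the paper's value of about 8 in Fig. 3a, read by eye, and none of the alternatives closed the gap.

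The paper states that more genes responded to the treatment at ZT12 than at ZT0. Here 905 genes had p under 0.05 at ZT0 and 661 at ZT12. With 1 library left out, the order was that of the paper in 1 of 12 fits, without Policaptil ZT0 replicate 3 (525 at ZT0), which compares a fit with 1 library fewer at ZT0 with the full one at ZT12. The paper names binding of PPARγ among the genes induced in controls. Here the PPARγ list had 1 of 15 genes among those called with vehicle only, and in none of the 5 scalings, pseudocounts and filters tried was its share past 0.05, but it had 7 of 15 among the genes called in both groups. The paper names cholesterol and fatty acid metabolism in the same set, where the lists of cholesterol synthesis (21 genes) and fatty acid synthesis (16 genes) had 0 genes under each of these settings. The list of PPARα fat oxidation, also a part of fatty acid metabolism, had 5 of 19 genes there (adjusted p 0.0182), a share no longer past 0.05 with a minimum of 5 FPKM (0.0917) or quantile normalization (0.323). The paper names xenobiotic metabolism too, and the epoxygenase list had 6 genes there.

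The paper names glucose, insulin and circadian terms among the genes induced with the tested product only. Insulin and glucose genes had an adjusted p of 0.132 there, and passed 0.05 without the minimum FPKM (0.00516). Evening clock genes had 0 of 8 under each setting, since 7 of the 8 were called in both groups. A list of genes that change over time in both groups cannot test the paper's circadian terms or the binding of CLOCK. The paper names epoxygenases and innate immunity among the genes lower at ZT12 (Fig. 3c). Here 2 of 19 epoxygenase genes (adjusted p 0.518) and 0 of 18 innate immune genes were among those called lower, and neither share passed 0.05 under the 5 scalings, pseudocounts and filters. Over whole lists, the epoxygenases had a median of −0.03 (camera adjusted p = 0.599) and was called in none of the alternatives. Innate immune genes had −0.14 (camera adjusted p = 0.0558), and passed 0.05 with median-ratio scaling (0.0438), a single fit over all 12 samples (0.0458), without vehicle ZT12 replicate 2 (0.00725), without vehicle ZT12 replicate 3 (0.0356) and without Policaptil ZT12 replicate 2 (0.00396), and with the trends on GC content and length removed (0.0346), an alternative chosen after seeing the values.

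The paper counts Igfbp2 among the most significant changes. It had the smallest exact permutation p possible over both times, but a limma adjusted p of 0.215, and place 11 of 9806 by p over both times, 67 at ZT0 and 147 at ZT12. Cyber-T on log2(FPKM + 1) gave it an adjusted p of 0.00838 at ZT0. The heat map of Fig. 2a shows genes described as higher at ZT12 in red at ZT0, whereas here such genes are by definition higher at ZT12.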

Other observations

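The splits, the simulation, the assignments of shared calls, the order of clock genes and the exact tests of list medians were chosen only after the results were seen. The camera and fry tests of lists and the counts of markers by direction had been set before the data were examined.

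Other splits of the same mice into groups were compared with the real ones by the number of genes with p under 0.05. For 3 mice against 3 there are 10 splits, the real one included, and the share can never be under 0.1, whatever the difference. Over time, only 1 of the 10 splits, the real one, gave as many genes as were found with vehicle, and only 1 with the tested product. The real counts were 2685 and 2860, against at most 602 and 476 in another split, and after adjustment 1020 and 1212, against at most 0 and 3, so they lie far outside the other splits even though the share alone cannot show it. For the treatment 1 of 10 gave as many at ZT0 (at most 806 in another split, against 905) and 2 of 10 at ZT12 (736 in another, against 661), and these counts and chance cannot be told apart by this test. By the number of gene lists with a camera p under 0.05, splits with as many were 5 of 10 over time with vehicle, 5 with the tested product, 4 for the treatment at ZT0 and 1 at ZT12. For the interaction 17 of 100 splits gave as many genes and 10 of 100 as many lists, so the numbers found may be chance. For the treatment over both times 3 of 100 gave as many genes, 3 as many lists and 3 as many genes past the adjustment, the real split included. Other splits reached 1293 genes and 5 past the adjustment. The 3 counts come from the same splits and were not corrected for the number of comparisons, so they argue only weakly against chance.

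A candidate explanation for genes called over time in only 1 treatment is an equal change in both, with the threshold missed in the other. Simulated data with equal changes gave as many genes as found in 62 of 100 draws for vehicle only and in 37 of 100 for the tested product only, so the sizes of these sets alone do not argue for a difference between the treatments. Genes called in both groups were as many in 35 draws.

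The genes called for the treatment at both times in the same direction numbered 51. Of the 400 ways to assign mice to treatments within each time, 16 gave as many (at most 111). Without a correction for the number of such tests, this argues only weakly against chance. A further limit is that 21 of the 400 gave as many higher genes and 14 as many lower genes when the directions were counted apart.

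Clock genes varied among the vehicle ZT0 mice, for example Dbp with 8.92 ± 8.22 FPKM (SD, n = 3). A candidate explanation is that the 3 mice were at different clock phases. If so, evening genes would order the mice in 1 way and morning genes in the opposite way. Of 13 clock genes 7 followed a single order there (Dbp, Per3, Ciart, Tef, Arntl, Npas2 and Cry1), against at most 6 in Policaptil ZT12, 5 in Policaptil ZT0 and 4 in vehicle ZT12. With 3 mice per group a difference in phase and other variation between mice cannot be told apart by such an order.

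Lists with no place beside a statement of the paper were as follows. Heat response genes were lower at ZT0 with the tested product (median −0.73, 8 of 9 genes, camera adjusted p = 0.000133, fry adjusted p = 0.355; 6.00e-07 to 0.355 over the alternatives). Their median ranged from −0.89 to −0.42 with each library left out. Adjusted over the list alone 3 passed, and 0 over all genes, where 4 had p under 0.05. Innate immune genes had a median of 0.089 at ZT0 (camera adjusted p = 0.0913), −0.021 without Policaptil ZT0 replicate 1 and 0.17 without vehicle ZT0 replicate 1, where they passed 0.05. Hepatocyte markers had medians of 0.0048 at ZT0 and 0.037 at ZT12. Of the markers of fat only Lipe and Cidec were tested, and both were lower with the tested product at each time, Cidec being also in the PPARγ list. Of the blood markers only Alas2 was tested, at −0.27 at ZT0 and 0.11 at ZT12. Of the pancreas markers Cela1 and Cela2a were tested, and both were higher at each time, by 0.06 and 0.31 at ZT0 and by 0.30 and 0.18 at ZT12. No single gene of these 3 sets had p under 0.05 for the treatment at either time. The median of the genes of Fig. 3d, which the study picked from these libraries, had an exact permutation p = 0.005 (two-sided) over both times, the smallest possible, and 0.075 after adjustment over the lists. Of its 7 genes tested, 4 were higher and 3 lower, so this median is the value of the middle gene and does not describe the list.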
